# O-GlcNAcylation mediates Wnt-stimulated bone formation by rewiring aerobic glycolysis

**DOI:** 10.1038/s44319-024-00237-z

**Published:** 2024-09-10

**Authors:** Chengjia You, Fangyuan Shen, Puying Yang, Jingyao Cui, Qiaoyue Ren, Moyu Liu, Yujie Hu, Boer Li, Ling Ye, Yu Shi

**Keywords:** Wnt, O-GlcNAcylation, Glucose Metabolism, Bone Formation, Fracture Healing, Development, Post-translational Modifications & Proteolysis, Signal Transduction

## Abstract

Wnt signaling is an important target for anabolic therapies in osteoporosis. A sclerostin-neutralizing antibody (Scl-Ab), that blocks the Wnt signaling inhibitor (sclerostin), has been shown to promote bone mass in animal models and clinical studies. However, the cellular mechanisms by which Wnt signaling promotes osteogenesis remain to be further investigated. O-GlcNAcylation, a dynamic post-translational modification of proteins, controls multiple critical biological processes including transcription, translation, and cell fate determination. Here, we report that Wnt3a either induces O-GlcNAcylation rapidly via the Ca^2+^-PKA-Gfat1 axis, or increases it in a Wnt-β-catenin-dependent manner following prolonged stimulation. Importantly, we find O-GlcNAcylation indispensable for osteoblastogenesis both in vivo and in vitro. Genetic ablation of O-GlcNAcylation in the osteoblast-lineage diminishes bone formation and delays bone fracture healing in response to Wnt stimulation in vivo. Mechanistically, Wnt3a induces O-GlcNAcylation at Serine 174 of PDK1 to stabilize the protein, resulting in increased glycolysis and osteogenesis. These findings highlight O-GlcNAcylation as an important mechanism regulating Wnt-induced glucose metabolism and bone anabolism.

## Synopsis

Wnt signaling stimulates O-GlcNAcylation either through the CaMKKII-PKA-GFAT1 axis or in a β-catenin-dependent manner, which stabilizes PDK1 protein levels and increases aerobic glycolysis, thereby facilitating osteogenesis, bone formation, and fracture healing.

- O-GlcNAcylation induced by Wnt3a or Scl-Ab promotes osteogenesis, bone formation, and fracture healing.
- Wnt/β-catenin or Wnt-CaMKKII-PKA-GFAT1 axes increase O-GlcNAcylation.
- Wnt-mediated O-GlcNAcylation enhances aerobic glycolysis.
- O-GlcNAcylation on Ser174 of PDK1 mediates Wnt3a-induced osteogenic differentiation.

## Abstract (web summary)

Wnt signaling stimulates O-GlcNAcylation either through the CaMKKII-PKA-GFAT1 axis or in a β-catenin-dependent manner, which stabilizes PDK1 protein levels and increases aerobic glycolysis, thereby facilitating osteogenesis, bone formation and fracture healing.

## Introduction

Osteoporosis is a widespread bone disease. It reduces bone mass and raises the risk of fractures by increasing the rate of bone resorption and decreasing bone formation. Osteoblasts, which are derived from mesenchymal stem cells (MSCs) are the primary bone-forming cells responsible for generating proteins that comprise the bone matrix, as well as maintaining bone mass during bone homeostasis (Long, 2011). Glucose is a primary source of both energy and carbons for the cellular functions of osteoblasts (Lee et al, 2017). Osteoblast differentiation is impaired both in vitro and in vivo by osteoprogenitor-specific deletion of glucose transporter type 1 (Glut1), the most abundant glucose transporter in osteoblasts (Wei et al, 2015). Upon uptake, glucose is first metabolized by the rate-limiting enzyme hexokinase 2 (HK2) to form glucose-6-phosphate, then further metabolized by a series of glycolytic enzymes such as phosphofructokinase (PFK), glyceraldehyde-3-phosphate dehydrogenase (GAPDH), phosphoglycerate kinase 1 (PGK1), and pyruvate kinase muscle isozyme 1/2 (PKM1/2). Eventually, glucose is converted to pyruvate, which either undergoes the tricarboxylic acid (TCA) cycle in the mitochondria or transforms to lactate in the cytoplasm by lactate dehydrogenase A (LDHA) (Lee et al, 2017). Of note, as a gatekeeper of glycolysis, pyruvate dehydrogenase kinase 1 (PDK1), suppresses pyruvate dehydrogenase (PDH) to limit the influx of pyruvate into mitochondria, promoting lactate production (Erdem et al, 2022; Takubo et al, 2013). Lactate is a major product of glucose metabolism in osteoblasts even under normal oxygen conditions (Esen and Long, 2014) which is termed aerobic glycolysis (Warburg, 1956). Emerging evidence has shown that aerobic glycolysis is essential for the differentiation of MSCs into osteoblasts and subsequent bone formation. Pharmacological inhibition of PDK1 decreases aerobic glycolysis and completely reverses HIF1α-driven bone formation in vivo (Regan et al, 2014). The knockdown of LDHA impairs the mineralization activity of MC3T3-E1 osteoblastic cells in vitro (Nian et al, 2022). Importantly, multiple bone developmental signaling pathways such as Wnt, PTH, and BMP regulate the osteogenic differentiation of MSCs, by promoting aerobic glycolysis (Esen et al, 2013; Esen et al, 2015; Lee et al, 2018; Lee and Long, 2018). Among those potent osteogenic stimulators, Wnt3a has been shown to increase glucose consumption through the mTORC2 pathway and enhance the conversion of glucose to lactate, rather than allowing it to enter the TCA cycle to facilitate osteogenesis (Esen et al, 2013; Yang et al, 2021). However, the mechanism whereby Wnt3a activates aerobic glycolysis needs to be further understood.

About 2–5% of the glucose flux into the hexosamine biosynthetic pathway (HBP) leads to the PTM of serine (Ser) and threonine (Thr) residues in proteins through O-linked β-N-acetylglucosamine (O-GlcNAc) moieties derived from the end product UDP-GlcNAc (Ma et al, 2021; Marshall et al, 1991; Marshall et al, 2004). The addition and removal of O-GlcNAc on protein substrates are mediated by a single pair of enzymes, O-GlcNAc transferase (OGT) and O-GlcNAc hydrolase (OGA), respectively (Chatham et al, 2021; Yang and Qian, 2017). Levels of metabolites such as glucose drive the flux via HBP, but the overall output is tightly controlled by the first rate-limiting enzymes, glutamine fructose-6-phosphate amidotransferase 1 (GFAT1) and 2 (GFAT2), which convert fructose-6-phosphate (fruc-6-P) to glucosamine-6-phosphate (GlcN-6-P) (Marshall et al, 1991). Although GFAT1 is ubiquitous, GFAT2 is only expressed in the central nervous system (Oki et al, 1999; Ruegenberg et al, 2020). The GFATs are regulated at different levels, including the modulation of mRNA and protein expression (Chaveroux et al, 2016; Manzari et al, 2007; Moloughney et al, 2016; Sayeski et al, 1997; Wang et al, 2014), post-translational modifications (Gelinas et al, 2018; Moloughney et al, 2018; Ruegenberg et al, 2021; Zhou et al, 1998; Zibrova et al, 2017), and allosteric regulation by metabolites (Mouilleron et al, 2008; Ruegenberg et al, 2020). Importantly, defects in HBP and O-GlcNAcylation that result in abnormal protein glycosylation have been linked to tumorigenesis, diabetes, insulin resistance, and other pathological conditions, most likely due to the deregulation of GFAT1 (Buse, 2006; Wang et al, 2014; Ying et al, 2012). Emerging evidence has shown that dynamic O-GlcNAcylation is implicated in multiple tissues and serves as an imperative mediator in the regulation of numerous critical biological processes, including gene transcription, translation, metabolic reprogramming, and stem cell fate determination (Chatham et al, 2021; Yang and Qian, 2017). O-GlcNAcylation is also involved in osteogenesis but the results so far have shown some inconsistency. One study found that the overexpression of OGT, which leads to massive O-GlcNAcylation, diminished BMP2-induced mineralization in C2C12 cells (Gu et al, 2018). In contrast, O-GlcNAcylation was found to increase during osteoblast differentiation in osteoblastic MC3T3-E1 cells in another study (Nagel et al, 2013). Using the same cell line, other studies reported that abolishing O-GlcNAcylation via OGT deficiency inhibited osteogenesis (Koyama and Kamemura, 2015; Weng et al, 2021). Mechanistically, the O-GlcNAcylation of the osteogenic master regulator Runx2 promotes osteogenesis in MSCs (Kim et al, 2007; Nagel and Ball, 2014). Most recently, Zhang et al reported that ablating OGT in bone marrow MSCs impaired bone formation but promoted marrow adiposity in vivo. Further investigations demonstrated that Ser^32^, Ser^33^, and Ser^371^ are the O-GlcNAcylation sites of Runx2 (Zhang et al, 2023). O-GlcNAcylation is therefore involved in bone formation. However, besides Runx2, osteogenesis is controlled by many other factors and pathways, and several intracellular proteins are also dynamically modified by O-GlcNAcylation. Therefore, a complete understanding of how O-GlcNAcylation regulates osteogenesis warrants further studies

It is worth noting that multiple glycolytic enzymes are O-GlcNAcylated, such as PFK1 (Yi et al, 2012), PGK1 (Nie et al, 2020), PFKFB3 (Lei et al, 2020), and GAPDH (Park et al, 2009). For instance, in response to hypoxia, O-GlcNAcylation at PFK1’s Ser^529^ site inhibited PFK1 activity, thereby increasing pentose phosphate oxidative flux (Yi et al, 2012). In another study, PGK1 was reversibly and dynamically modified with O-GlcNAcylation at Thr^255^ and activated to enhance lactate production, which simultaneously induced translocation into mitochondria (Nie et al, 2020). Moreover, the O-GlcNAcylation of PFKFB3 at Ser^172^ has been shown to control tumor proliferation under metabolic stress (Lei et al, 2020). Thr^227^, as the major GAPDH O-GlcNAcylation site, mediates the nuclear translocation of GAPDH (Park et al, 2009). These findings indicate an essential role for O-GlcNAcylation in glycolysis and metabolic reprogramming. However, the potential O-GlcNAcylation of PDK1, the critical enzyme that controls the metabolic fate of pyruvate, has not been described. Moreover, whether the dynamic regulation of O-GlcNAcylation by glycolytic enzymes, particularly PDK1, coordinates the rewiring of glucose metabolism by Wnt ligands and thus promotes bone formation, remains unclear.

In this report, we show that O-GlcNAcylation is essential for Wnt-induced osteogenesis both in vivo and in vitro. Briefly, the inhibition of O-GlcNAcylation by either chemical antagonists or small interfering RNAs (siRNAs) targeting the HBP enzymes Gfat1 and Ogt significantly abolishes Wnt-induced osteogenesis of MSCs in vitro. Notably, the depletion of Ogt in osteoblast-lineage cells in vivo dramatically diminishes bone formation and postpones bone fracture healing upon Wnt activation by the administration of sclerostin-neutralizing antibodies in vivo. Mechanistically, Wnt signaling increases O-GlcNAcylation in both β-catenin-dependent and independent manners, which subsequently stimulates aerobic glycolysis. We observed that PDK1 is O-GlcNAcylated at Ser^174^, and this site-specific glycosylation improves PDK1 stabilization and aerobic glycolysis induced by Wnt3a, which in turn facilitates osteoblastogenesis. This study reveals a pivotal role of O-GlcNAcylation in bone homeostasis and indicates the potential for targeting O-GlcNAc signaling to prevent metabolic osteoporosis.

## Results

### Wnt signaling increases protein O-GlcNAcylation during osteoblastogenesis

As a potent stimulator of osteogenesis, 50 ng/ml of recombinant human Wnt3a (rhWnt3a) was first confirmed to significantly increase osteogenic gene expression in the MSC line ST2 (Fig. EV1A–C). To explore the role of Wnt signaling in affecting cellular metabolism, ST2 cells treated with rhWnt3a or vehicle for 2 days were assessed for metabolites through liquid chromatography-mass spectrometry (Fig. 1A). Treatment with rhWnt3a increased multiple metabolites, among which the end-product of HBP, UDP-GlcNAc, was significantly enriched (Fig. 1B). To monitor the dynamic changes of O-GlcNAcylation during osteoblastogenesis, ST2 cells were treated with either rhWnt3a or vehicle for 72 h. O-GlcNAc level was assessed through immunoblotting, which showed that overall O-GlcNAcylation was markedly upregulated in the presence of rhWnt3a (Fig. 1C). The first rate-limiting enzyme of HBP, GFAT1, was rapidly induced by rhWnt3a as early as 6 h, and increased continuously thereafter (Fig. 1D). OGT and OGA levels were both increased markedly after 24 h treatment, which suggested precise negative regulation by OGA under conditions of high O-GlcNAcylation (Fig. 1E). Therefore, rhWnt3a increased the level of HBP enzymes and the accumulation of UDP-GlcNAc, consequently facilitating overall O-GlcNAcylation. In vivo, Wnt signaling can be activated by sclerostin-antibody (Scl-Ab) administration, which has been extensively studied to improve bone formation by neutralizing the Wnt inhibitor sclerostin (Ominsky et al, 2017). In our study, 21-day-old wild-type mice were injected with Scl-Ab or vehicle (phosphate buffer saline, PBS) for another 4 weeks, at 4-day intervals. Their tibias were then collected and immune-stained with OGT, O-GlcNAc, and OSX antibodies. Sclerostin neutralization notably increased OGT expression in the primary spongiosa, especially in the trabecular bone (Fig. 1F). It also raised the ratio of O-GlcNAc^+^OSX^+^ cells (Fig. 1G,H), which indicated that, aside from promoting osteogenesis, Wnt signaling also activated O-GlcNAcylation in osteoblasts in vivo. Together, these results suggest that, during osteogenesis of MSCs and bone formation, Wnt signaling positively regulates O-GlcNAc glycosylation.

**Figure 1:**
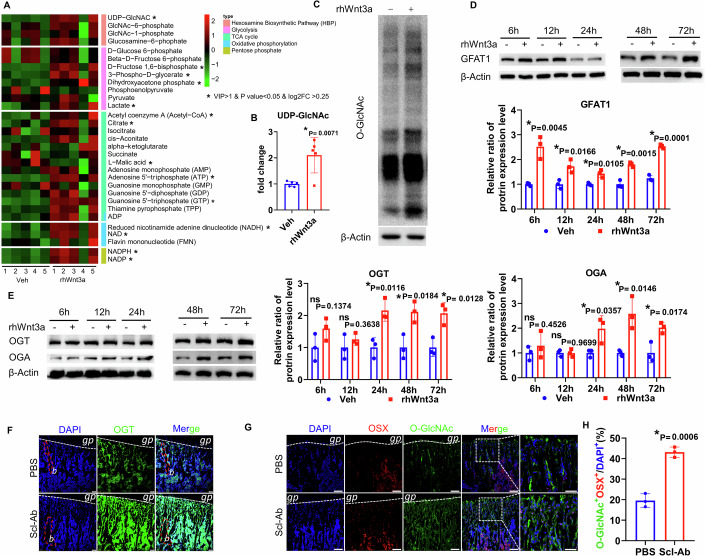
Wnt3a increases protein O-GlcNAcylation. (**A**) Metabolites were measured by LC-MS after rhWnt3a treatment for 2 days. (**B**) UDP-GlcNAc levels were analyzed based on LC-MS. *n* = 5. (**C**) ST2 cells were treated with rhWnt3a for 72 h and O-GlcNAc levels were detected by Western blotting. Representative Western blots of GFAT1 (**D**), OGT, and OGA (**E**) in ST2 cells are shown. The densitometric analysis of individual protein expression was normalized to β-Actin. Quantitative analysis was performed setting vehicle treatment at each time point to standard 1, respectively. The quantifications of Western blots are presented next to the images. ns, not significant. (**F**, **G**) Representative confocal images from frozen tibia sections of mice injected with PBS as vehicle or Scl-Ab. Immunofluorescence staining of OGT (**F**), OSX, and O-GlcNAc (**G**) is performed to show their expressions in the metaphysis. White dashed lines demarcate the boundary of the growth plate. Red dashed lines demarcate the trabecular bone. gp, growth plate; b, a representative trabecular bone. (**F**) Scale bar, 50 μm. (**G**) Scale bar, 100 μm. The boxed area in (**G**) is shown at a high magnification to the right, scale bar, 50 μm. (**H**) The ratio of O-GlcNAc^+^OSX^+^ over DAPI^+^ (stained nuclei of all cells) is quantified in the primary spongiosa region extending 300 μm from the growth plate and spanning the width of the bone flanked by the periosteum. (**A**, **B**, **D**, **E**, **H**) Each dot represented one biological replicate. Error bars: mean ± SD. *p < 0.05 (two-tailed Student’s t-test). Source data are available online for this figure.

**Figure EV1:**
Wnt3a increases protein O-GlcNAcylation that mediates Wnt-induces osteogenesis in vitro. (related to Figs. 1 and 2) (**A**) ST2 cells were treated with 50 ng/ml rhWnt3a for 3 days and relative expression of osteogenic genes was tested by qPCR. Each dot represented one single experiment. Error bars: mean ± SD. *p < 0.05; *n* = 3, biological replicates (two-tailed Student’s t-test). (**B**) ALP staining, and (**C**) Alizarin red S staining were performed after rhWnt3a treatment for 3 days and 14 days, respectively. (**D**) ST2 were pretreated with GFAT antagonist DON for 6 h and then administrated with rhWnt3a for 2 days. GFAT1 and O-GlcNAc levels were detected by Western blotting. (**E**) ST2 were pretreated with OGT and OGA inhibitors, OSMI and TMG, respectively for 6 h and then administrated with rhWnt3a for 2 days. O-GlcNAc levels are detected by Western blotting. (**F**) ST2 cells were pretreated with IWPL6 for 2 days, and O-GlcNAc, phospho-β-catenin(Ser^552^) and total β-catenin levels were detected by Western blotting. (**G**, **H**) O-GlcNAcylation expression levels of total proteins in C3H/10T1/2 and M2-10B4 cells after 72 h induction by rhWnt3a.

### Inhibition of O-GlcNAcylation impedes Wnt3a-induced osteoblastogenesis in vitro

Next, we aimed to clarify the potential role of O-GlcNAcylation in osteogenesis induced by rhWnt3a. ST2 cells were pre-treated with either the OGT inhibitor OSMI, the GFAT1 antagonist Diazooxonorleucine (DON), or the OGA inhibitor Thiamet G (TMG) for 6 h before rhWnt3a administration for 2 additional days. Data showed O-GlcNAcylation was decreased by OSMI and DON (Fig. EV1D,E), but increased by TMG (Fig. EV1E). As expected, rhWnt3a treatment elevated osteogenesis, as indicated by osteogenic-specific staining and gene expression. Notably, ALP (Fig. 2A,D) and Alizarin Red S staining (Fig. 2B,E) showed lower signal levels in response to OSMI (Fig. 2A,B) or DON treatment (Fig. 2D,E), but higher signal levels in response to TMG administration (Fig. 2G,H) in the presence of rhWnt3a. Our qPCR evaluation also demonstrated a significant decrease in Alpl and Bglap gene expression when O-GlcNAcylation was inhibited by OSMI and DON (Fig. 2C,F). Whereas gene expressions of Alpl and Bglap were further increased by TMG pre-treatment when O-GlcNAcylation was elevated (Fig. 2I). To confirm this finding, we knocked down either OGT or GFAT1 with their specific siRNAs. The qPCR data indicated the knock-down efficiency of each siRNA (Fig. 2K,M). Consistent with the previous findings, less OGT and GFAT1 lowered rhWnt3a-induced osteogenesis as indicated by ALP staining (Fig. 2J), Alizarin Red S staining (Fig. 2L), and bglap expression (Fig. 2K,M). In vitro experiments showed that low levels of O-GlcNAcylation inhibited osteogenic differentiation under basal conditions (without rhWnt3a) (Fig. 2A–F,J–M). We speculated that this might be due to attenuated endogenous Wnt signaling. Therefore, we used IWPL6 to inhibit the Wnt signaling pathway in ST2 cells and found that the level of O-GlcNAc decreased with increasing concentration (Fig. EV1F). These data demonstrated that O-GlcNAcylation is indispensable in rhWnt3a-induced osteogenesis in vitro.

**Figure 2:**
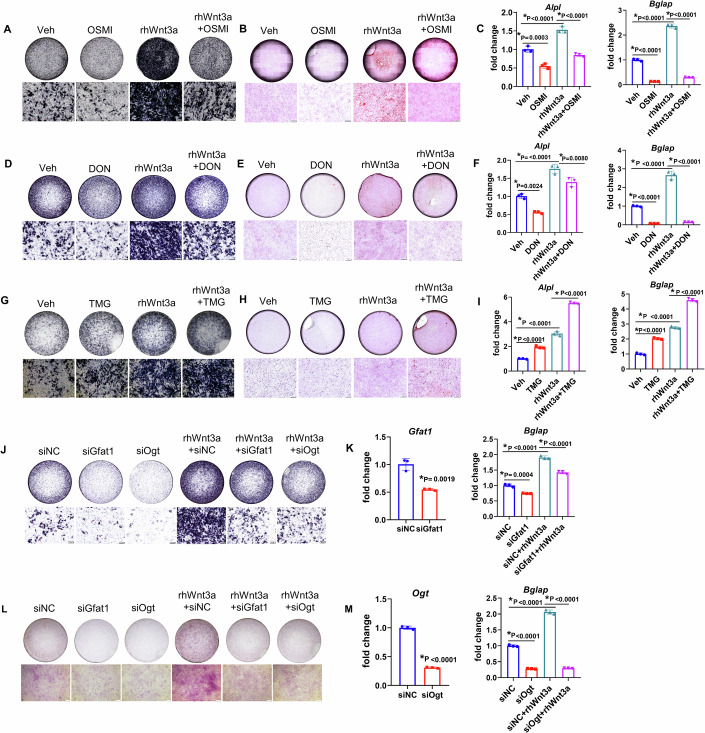
O-GlcNAcylation mediates Wnt-induces osteogenesis in vitro. (**A**–**I**) ST2 cells were pre-treated with OSMI (**A**–**C**), DON (**D**–**F**), or TMG (**G**–**I**) before rhWnt3a treatment. (**A**, **D**, **G**) ALP staining and (**B**, **E**, **H**) Alizarin Red S staining were performed after rhWnt3a administration for 3 and 14 days, respectively. High magnifications are shown below. Scale bar = 200 μm. (**C**, **F**, **I**) qPCR for Alp and Bglap was performed after rhWnt3a treatment for 3 days. (**J**–**M**) Gfat1, or Ogt were knocked down before rhWnt3a treatment. (**J**) ALP staining, and (**L**) Alizarin Red S staining were performed. (**K**, **M**) qPCR for Gfat1, Ogt, and Bglap were performed rhWnt3a administration for 3 days. (**C**, **F**, **I**, **K**, **M**) Dots represented biological replicates. Error bars: mean ± SD. *p < 0.05; *n* = 3 (two-tailed Student’s t-test, one-way ANOVA followed by Tukey’s multiple comparisons test). Source data are available online for this figure.

### Deletion of O-GlcNAcylation in the osteoblast-lineage diminishes Wnt-induced bone formation in vivo

To address the function of O-GlcNAcylation in Wnt-stimulated bone formation, we specifically deleted OGT from osteoblast-lineage cells by crossing Ogt^flox/+^ female mice with Osx-Cre (also known as Sp7-tTA; tetO-EGFP/Cre) male mice to generate Osx-Cre; Ogt^flox/Y^ (OgtCKO) male mice. Males with the Osx-Cre genotype from the same litter were used as the controls (Ctrl). According to the TetO-off feature of the Osx-Cre transgenic mice line (Rodda and McMahon, 2006), which possessed Cre activity only after doxycycline was removed, we deleted OGT in osteoblast-lineage cells when the mice were 21-day old by removing doxycycline from their drinking water (Fig. 3A). To test whether Wnt signaling-increased bone formation was mediated by O-GlcNAcylation in vivo, we intraperitoneally injected with Scl-Ab or vehicle (PBS) to the Ctrl and OgtCKO mice at 4-day intervals beginning when they were 21-day old and harvested their bones 4 weeks later (Fig. 3A). First, we validated the knockout efficiency in OgtCKO mice, and Western blotting results showed a reduction in the gray level of OGT protein in the femoral diaphysis and tibial diaphysis of OgtCKO mice (Fig. EV2A). Three-dimensional reconstructions showed significantly less bone mass in the femurs of the OgtCKO mice compared with the WT ones, with or without Wnt activation (Fig. 3B). A micro-computed tomography (CT) analysis was performed to investigate trabecular parameters such as bone volume over tissue volume (BV/TV), trabecular bone number (Tb. N.), trabecular thickness (Tb. Th.), and trabecular space (Tb. Sp.) (Fig. 3C–F; Appendix Table S1). It was noteworthy that, compared with the Ctrl mice, the BV/TV and Tb.N. were decreased, while, Tb.Sp. was increased in the OgtCKO mice. Consistently, histomorphometric analysis by Hematoxylin and Eosin (H&E) and Masson staining showed fewer trabeculae in the OgtCKO mice compared with the Ctrl ones (Figs. 3G,H and EV2B). As expected, the mice that were injected with Scl-Ab had higher bone mass as indicated by higher BV/TV, more Tb. N. and thicker Tb. Th. in Ctrl mice (Fig. 3C–E). Notably, the cancellous bone mass was still increased by Scl-Ab in the OgtCKO mice. Similarly, double labeling of bone trabeculae showed that Scl-Ab promoted the rate of mineral apposition in OgtCKO mice (Fig. EV2C,D), indicating that the trabecular bone increase by Wnt was not completely dependent on Ogt. To further investigate the bone mass in cortical bone, a three-dimensional volumetric micro-CT reconstruction was performed (Fig. 3I). This analysis showed the increases in cortical thickness (Ct. Th.), total area (Tt. Ar.), cortical area (Ct. Ar.), and cortical area over total area (Ct. Ar./Tt. Ar.) caused by sclerostin neutralization were completely blunted in OgtCKO mice (Fig. 3J–M; Appendix Table S2). We next assessed dynamic bone formation by double-labeling experiments, via staining with Calcein and Alizarin Red (Fig. 3N). The gaps between the two labels were much thinner in the OgtCKO mice. When injected with Scl-Ab, the double labels increased markedly; however, MAR remained significantly lower in OgtCKO mice even with sclerostin neutralization (Fig. 3O). Our data strongly indicated the anabolic effect of Wnt in the cortical bone mass was dependent upon protein O-GlcNAcylation.

**Figure 3:**
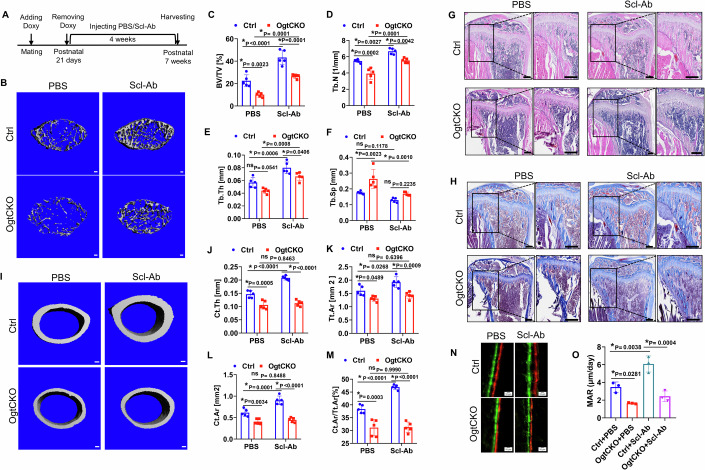
Deletion of O-GlcNAcylation in osteoblast-lineage cells diminishes Wnt-induced bone formation. (**A**) A schematic of the experimental design. Representative 3D reconstruction images (**B**) and quantification from micro-CT scans (**C**–**F**) of the distal metaphysis of the femurs in the Ctrl or OgtCKO mice with PBS or Scl-Ab injections. *n* = 5 for each group, biological replicates. Scale bar, 100 μm. Representative H&E images (**G**) and Masson images (**H**) of the proximal tibia of the indicated genotyped mice with or without Scl-Ab injection. Boxed areas in (**G**, **H**) are shown at a high magnification to the right. Scale bar, 200 μm. Representative 3D reconstruction images (**I**) and quantification from micro-CT scans (**J**–**M**) of diaphyseal cortical bone of the femurs of control or OgtCKO mice with PBS or Scl-Ab injections. Scale bar, 100 μm. (**N**) Representative images of calcein-alizarin red double labeling in the cortical bone of femurs. Scale bar, 10 μm. (**O**) Quantification of Mineral Apposition Rate (MAR) is shown. (**C**–**F**, **J**–**M**, **O**) each dot represents one animal. Error bars: mean ± SD. *p < 0.05, ANOVA followed by Tukey’s multiple comparisons test. Interaction *p* values are <0.05 for treatment and genotype in (**J**, **L**, **M**). Source data are available online for this figure.

**Figure EV2:**
Deletion of O-GlcNAcylation in osteoblast-lineage cells diminishes Wnt-induced bone formation. (related to Fig. 3) (**A**) An examination of OGT protein was conducted in femoral and tibial diaphysis tissues from Ctrl mice and OgtCKO mice. (**B**) Quantification of proximal tibial trabeculae in Fig. 3H. (**C**) Representative images of calcein–alizarin red double labeling in the trabecular bone of femurs. Scale bar, 10 μm. (**D**) The quantification of the Mineral Apposition Rate (MAR) of trabecular bone is shown. (**E**) TRAP staining for the tibia from Ctrl or OgtCKO mice with or without Scl-Ab injection, scale bar, 200 μm. Boxed area is shown at a high magnification to the right, scale bar, 100 μm. (**F**) Osteoclast (TRAP-positive multinucleated cells) surface normalized to bone surface (OC. S./B. S.) is shown. The ROI was around 0.09 mm^2^ region (300 × 300 μm) underneath the growth plate. Each dot represented one animal. Error bars: mean ± SD. *p < 0.05, ANOVA followed by Tukey’s multiple comparisons test.

In previous studies, OGT inhibition has been reported to repress osteoclastogenesis during the early stage (Li et al, 2022). To assess whether the decrease in bone volume caused by the removal of OGT in osteoblast-lineage cells was due to decreased bone resorption, we also performed TRAP staining on tibia sections from both Ctrl and OgtCKO mice, with and without Sclerostin neutralization. An identical level of bone resorption was observed in the tibia of Ctrl and OgtCKO mice with or without Scl-Ab (Fig. EV2E,F). Taken together, these data clearly showed that the deletion of OGT in osteoblast-lineage cells caused the inhibition of O-GlcNAcylation, which partially abolished Wnt-stimulated bone formation.

### Deletion of O-GlcNAcylation in the osteoblast-lineage delays bone fracture healing

Bone fracture healing in long bones was previously considered to follow the process of endochondral ossification in adult mice. The neutralization of Sclerostin using specific antibodies has been reported to activate Wnt signals and accelerate bone defect repair (Liu et al, 2016; Yee et al, 2016). Since O-GlcNAcylation was indispensable for cortical bone homeostasis, thus, we next examined whether Ogt was required for Wnt-stimulated bone fracture healing. The doxycycline-containing drinking water was removed to knock down OGT from the osteoblast-lineage cells at 8 weeks of age. Concurrently, Scl-Ab was injected into either Ctrl or OgtCKO mice at 4-day intervals following the fracture-induction surgery (Fig. 4A). Calluses were measured 3 weeks after the fracture procedures by micro-CT analysis and visualized by three-dimension reconstruction (Fig. 4B), and quantified by bone mineral density (BMD) and bone volume over tissue volume (BV/TV) (Fig. 4C). We observed smaller mineralized calluses in the OgtCKO mice compared with the Ctrl, as reflected by lower BMD (Fig. 4C,D) and BV/TV (Fig. 4C,E). Importantly, regardless of the presence or absence of Scl-Ab, OgtCKO mice showed similar changes in BMD and BV/TV to Ctrl mice. (Fig. 4C–E). H&E (Fig. 4F) and Masson staining (Fig. 4G) revealed a decrease in cartilage (Fig. 4H) and an increase in the percentage of bone in the callus (Fig. 4I) in OgtCKO mice treated with Scl-Ab compared to Ctrl mice. The above data suggest that Wnt-mediated fracture healing is mediated by OGT, but not exclusively dependent upon OGT.

**Figure 4:**
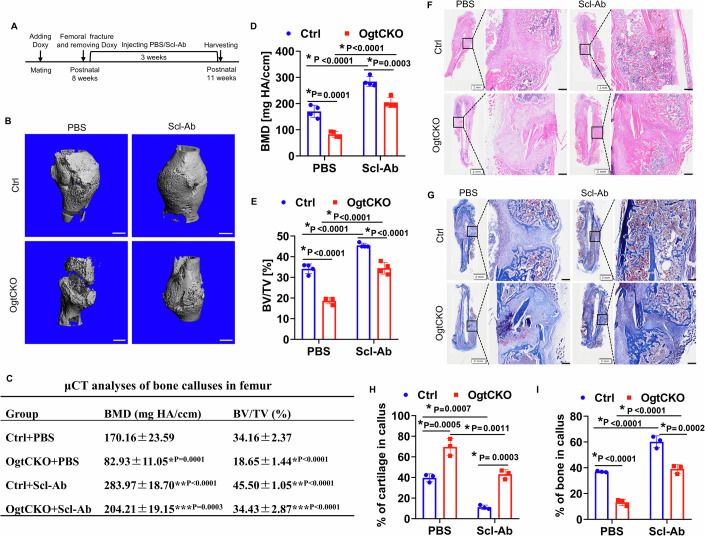
Loss of O-GlcNAcylation in osteoblast-lineage cells impairs bone fracture healing. (**A**) A schematic of the experimental design. (**B**) Representative 3D reconstruction images. Scale bar, 1 mm. (**C**) Micro-CT analysis of the femoral callus at postfracture day 21. Data are shown as mean ± SD, *n* = 4, biological replicates. BMD = bone mineral density; BV/TV = bone volume over tissue volume. Data was acquired from slices of the whole femoral callus. *p, OgtCKO+PBS versus Ctrl+PBS; **p, Ctrl+Scl-Ab versus Ctrl+PBS; ***p, OgtCKO+Scl-Ab versus Ctrl+Scl-Ab, two-way ANOVA followed by Tukey’s multiple comparisons test. (**D**, **E**) Quantification from (**C**). Error bars: mean ± SD. *p < 0.05, two-way ANOVA followed by Tukey’s multiple comparisons test. *n* = 4 for each group, each dot represented one animal. (**F**, **G**) Representative images of H&E (**F**) and Masson (**G**)-stained sections of the medial sections through the fractured femur at day 21, scale bar, 2 mm. The boxed area in (**F**, **G**) is shown at high magnification to the right, scale bar, 200 μm. (**H**, **I**) The relative cartilaginous area and newly formed bone in the callus were measured according to the Masson staining. *p < 0.05, two-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. Source data are available online for this figure.

### Lack of O-GlcNAcylation diminishes Wnt3a-promoted aerobic glycolysis

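Expression was read from the number of reads counted per gene in each library, which the authors deposited without normalization for 54532 genes. Vehicle, 50 ng/ml rhWnt3a, and rhWnt3a with 20 µM of the OGT inhibitor OSMI were represented by 3 libraries of ST2 cells each, taken at 72 h, and no group received OSMI alone. The totals ran from 16417002 to 17583945 counts with vehicle, from 16811833 to 17393439 with rhWnt3a, and from 16135898 to 17022987 with rhWnt3a and OSMI, so the groups were sequenced to nearly the same depth. After genes with too few counts were left out by filterByExpr, 14004 genes were tested in a single edgeR quasi-likelihood fit (two-sided) of the 9 libraries, scaled by TMM. A gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change beyond 0.5 in size. With 3 libraries against 3, the smallest p an exact permutation of a single gene can give is 0.1, so each call rests on the spread shared across genes (common dispersion 0.0452). The replicates were not evenly spaced: vehicle replicate 3, rhWnt3a replicate 2 and OSMI replicate 3 each lay apart from the other 2 libraries of the group, with mean squared log2 differences of 0.423, 0.392 and 0.439 against 0.117, 0.111 and 0.119 for the remaining pair. A single axis held 54.8% of the variance within groups and parted the libraries into 1 vehicle, 1 rhWnt3a and 2 OSMI libraries on one side and 2, 2 and 1 on the other. Only rhWnt3a against vehicle, on 1 side, had 2 libraries in both groups, and changed genes were not counted within sides. Fold changes within each side were computed instead.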

To clarify how O-GlcNAcylation regulates osteogenesis, we examined the mRNA profiles of ST2 cells by performing RNA sequencing when the ST2 cells were treated with vehicle, rhWnt3a, or rhWnt3a combined with OSMI, for 3 days. There were 802 genes that responded to both rhWnt3a treatment and the addition of OSMI (Fig. 5A). 

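In the counts, rhWnt3a changed 1230 of 14004 genes against vehicle, 409 up and 821 down, and adding OSMI to rhWnt3a changed 664, of which 237 rose and 427 fell. The 3 libraries of one group lay entirely above or below those of the other for 26.4% of all tested genes with rhWnt3a and for 33.7% with OSMI, where chance alone would give 10%. Both changes were called for 237 genes. Of these, 103 rose with rhWnt3a and fell with OSMI and 80 moved the opposite way, while 51 fell at both steps and 3 rose at both. The 2 changes thus had opposite directions in 77.2% of them. Noise in the rhWnt3a libraries, which both comparisons use, alone favors opposite directions, so this share does not by itself show a reversal by OSMI. Of the 183 genes with opposite directions, 132 were not called against vehicle by the same thresholds. The number of genes changed in both depended mostly on how p was treated: without adjustment it was 742, and DESeq2 on the 6 libraries of each comparison without a count filter and with unadjusted p, a combination chosen after the values had been seen, gave 801. Leaving out a single library gave 82 to 285. With the replicate number as a block the 2 comparisons called 809 and 233 genes and 101 were changed in both. The deviations of same-numbered libraries had a mean correlation of −0.18 for the first comparison (single pairs −0.49 to 0.44) and of 0.13 for the second (−0.31 to 0.37). By the rule of the 3 largest changes in each direction, rhWnt3a raised Tnfsf15 (log2 fold change 6.51), Tnfrsf19 (at least 31.3-fold, with vehicle at 3 counts or fewer per library) and Axin2 (5.06, 1 near-identical gene covering 4.86% of its transcript), and lowered Tyrp1 (at least 154-fold), Ppp1r1b (−8.47) and Cnmd (−8.39). OSMI raised the cell-division genes Nek2, Mki67 and Cep55 by 2.30, 2.22 and 2.12, and lowered Dcn (−4.98), Lrrc17 (−4.01) and Anxa8 (at least 18.2-fold). The call of Cep55 (edgeR adjusted p = 0.0489) held in only 5 of 18 alternative ways of processing. Those of Mki67 and Nek2 held in 14 and 18 of 19.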

The KEGG data showed that besides ossification, the glycolysis pathway was enriched in these genes (Fig. 5B). Furthermore, increased levels of expression of mRNAs for glycolytic enzymes such as Pdk1, Eno1, Ldha, and Pgk1 were all abolished by the addition of OSMI (Fig. 5C). 

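Glycolysis was tested with a list of core enzymes from hexokinase to lactate dehydrogenase, 20 of which were expressed. Gpi1, Pfkl and Pgk1 were among the genes changed in both comparisons, or 15% of the list against 1.69% of all tested genes (odds ratio 10.4, one-sided Fisher exact test, p = 0.00441). The overlap rested on few genes: with the replicate block the odds ratio was 7.31 (Fisher exact p = 0.135), with the block and a correction for gene length and GC, chosen later, 7.11 (Fisher exact p = 0.0378), and with a log2 threshold of 1 no enzyme remained and it was 0. The overlap passed 0.05 in 2 of 9 fits that each left out a library. Calls on unadjusted p brought in Eno1, Ldha and Pgam1, for 6 of 20 enzymes (Fisher exact p = 4.43e-04). The Wald test of DESeq2 gave an odds ratio of 14.8 (Fisher exact p = 1.44e-05). As a whole the list rose with rhWnt3a, with 14 of 20 enzymes higher (mean log2 fold change 0.14, median 0.49; limma's two-sided camera test against all other genes, n = 20 genes, p = 0.00337), and fell when OSMI was added, with 15 lower (mean −0.41, median −0.58; camera, n = 20 genes, p = 2.06e-06). The small mean rise was pulled down by Aldoc, at 18, 11 and 26 counts with vehicle and at most 1 with rhWnt3a. It was 0.42 where at least 10 counts were asked of every sample, which leaves Aldoc out (camera, n = 19 genes, p = 2.10e-04). When genes of any count were kept the mean turned to −0.088 and the median was 0.35. The direction of the test remained upward (camera, n = 24 genes, p = 8.86e-04). With the correlation between genes estimated from the libraries, the rise was no longer past 0.05 (camera, n = 20 genes, p = 0.0611). Within the 2 sides of the axis that parted the replicates, the means were 0.20 and 0.27 with rhWnt3a and −0.45 and −0.67 with OSMI. Gpi1 (log2 fold change 1.00 ± 0.14 SE, adjusted p = 0.00139, then −0.60 ± 0.14, adjusted p = 0.0359) and Pfkl (1.02 ± 0.15, adjusted p = 0.00225, then −0.79 ± 0.15, adjusted p = 0.0192) followed this course, although 2 near-identical genes cover 45.5% of the Gpi1 transcript. Hk2 rose (0.63, adjusted p = 0.0313) but was not lowered by OSMI (−0.11, adjusted p = 0.699).

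**Figure D1:**
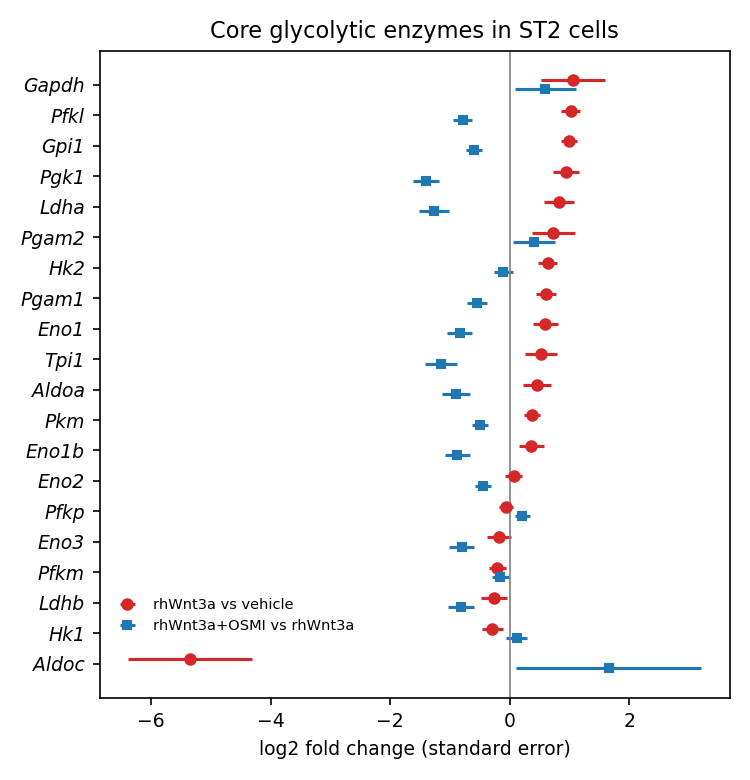
Log2 fold change (x axis, edgeR, ± SE) of the 20 expressed glycolytic enzymes (y axis) for rhWnt3a against vehicle (red circles) and rhWnt3a with OSMI against rhWnt3a (blue squares), n = 3 libraries per group. Most enzymes lie to the right of 0 with rhWnt3a and to the left with OSMI, and the value of Aldoc rests on 0 to 1 counts with rhWnt3a.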

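Among 813 Reactome pathways tested for the 237 genes in the same way, 4 passed an adjusted p of 0.05 and 51 an unadjusted one. Extracellular matrix organization came at the top (14 of 165 genes, one-sided Fisher exact test, adjusted p = 6.57e-04). The Glycolysis pathway ranked 21 with 3 of 24 genes (Fisher exact p = 0.00745, adjusted p = 0.288). As single lists, 7 of 20 cell-division genes were among the 237 (odds ratio 32.2, Fisher exact p = 2.34e-08). So were 4 of 17 targets of hypoxia-inducible factor outside glycolysis (odds ratio 18.1, Fisher exact p = 1.60e-04). On these calls both overlapped more strongly than the core enzymes, while targets of ATF4 and NRF2 and O-GlcNAc-cycle genes had none. Targets of β-catenin had 2 of 13 (odds ratio 10.6, Fisher exact p = 0.0197) and fat-cell genes 1 of 5 (14.6, Fisher exact p = 0.0818). On unadjusted p the targets of hypoxia-inducible factor overlapped less (odds ratio 5.52) than the core enzymes (7.71), and cell-division genes still more (72.8). Ossification was approached with a list of osteoblast genes, 10 of them expressed: none was changed in both comparisons, and 1, Postn, was when calls were made on unadjusted p (Fisher exact p = 0.42). With 1.69% of all tested genes changed in both, a list of 10 is too short for a count of 0 to argue against enrichment. In alternatives chosen after the values had been seen, 3 of 15 were with DESeq2 on 6 libraries without filter and with unadjusted p (Fisher exact p = 0.0120), 2 of 10 with the correction for gene length and GC (Fisher exact p = 0.0288), and 0 with that correction and the replicate block. A further 4 osteoblast genes that the paper measures elsewhere had 8 counts or fewer in every library and were not tested after the count filter. In the authors' deposited table, 2 of them passed an unadjusted p, Alpl with OSMI (0.0128, adjusted p = 1) and Bglap with rhWnt3a (0.0292, adjusted p = 1). Both changes were falls, with the authors' log2 fold changes at −3.90 for Alpl and −4.65 for Bglap. By qPCR the paper reports a decrease of Alpl with OSMI, but a rise of osteogenic genes with rhWnt3a. Counts this low give only lower limits for the falls, at least 1.79-fold for Alpl and 1.53-fold for Bglap.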

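All of Pdk1, Eno1, Ldha and Pgk1 were higher in each rhWnt3a library than in any vehicle library, and lower in each library with OSMI than in any with rhWnt3a alone. Pdk1 (ENSMUSG00000006494, chromosome 2, 71873224 to 71903858 in GRCm38) had the smallest spread, at 21.5 ± 1.36, 47.2 ± 2.87 and 19.9 ± 2.32 CPM (mean ± SD) with vehicle, rhWnt3a, and rhWnt3a with OSMI, a log2 fold change of 1.14 (SE 0.13, edgeR adjusted p = 5.55e-04) followed by −1.25 (SE 0.13, adjusted p = 0.00171). Pgk1 (ENSMUSG00000062070, chromosome X, 106187100 to 106203699) went from 438 ± 87.7 to 842 ± 94.6 with rhWnt3a (0.94, SE 0.21, adjusted p = 0.0215), and its decrease with OSMI was larger (−1.40, SE 0.22, adjusted p = 0.00826). Ldha (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627) measured 456 ± 94.8, 805 ± 151 and 335 ± 94.8. Its fall was called (−1.26, SE 0.25, adjusted p = 0.0219), whereas its rise was not (0.82, SE 0.25, adjusted p = 0.0732). Eno1 (ENSMUSG00000063524, chromosome 4, 150236721 to 150248879), the most abundant of them at 1067 ± 185 with vehicle and 1614 ± 202 with rhWnt3a, passed the threshold in neither step (0.60, SE 0.21, adjusted p = 0.126, and −0.83, SE 0.21, adjusted p = 0.0527). In the authors' deposited table, the adjusted p of Eno1 was 0.0235 and 0.00463 and that of Ldha 0.00287 and 8.65e-05. With OSMI none was called against vehicle (edgeR adjusted p = 0.602 for Pdk1, 0.182 for Pgk1, 0.257 for Ldha and 0.476 for Eno1), and their log2 differences from vehicle were −0.11, −0.45, −0.44 and −0.24. The missing calls do not show a return to vehicle. On both sides of the axis parting the replicates Pgk1 (−0.58 and −0.72), Ldha (−0.53 and −0.82) and Eno1 (−0.32 and −0.51) lay below vehicle. Pdk1 did not (−0.11 and 0.015). Taking the replicate number as a block kept both calls of Pdk1 (adjusted p = 0.00459 and 0.0150) and the decrease of Pgk1 (0.0422) but not its rise (0.0750) nor the decrease of Ldha (0.0718). Both were called when a correction for gene length and GC, chosen later, was added to the block (adjusted p = 0.0146 and 0.0424). Within each side of the axis parting the replicates all directions held, from 0.53 for Eno1 to 1.14 for Pdk1 with rhWnt3a and from −0.86 for Eno1 to −1.74 for Pgk1 with OSMI. No other gene shares near-identical sequence with Pdk1 or Ldha, but 3 cover 68.8% of the Pgk1 transcript and 2 cover 85.6% of that of Eno1, so some of their reads may belong to other genes. The paper states that the increased expression of these enzymes was abolished by OSMI (Fig. 5C). The counts give both steps for Pdk1 and Pgk1 past the threshold, the decrease alone for Ldha, and the same order of groups without a call for Eno1.

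**Figure D2:**
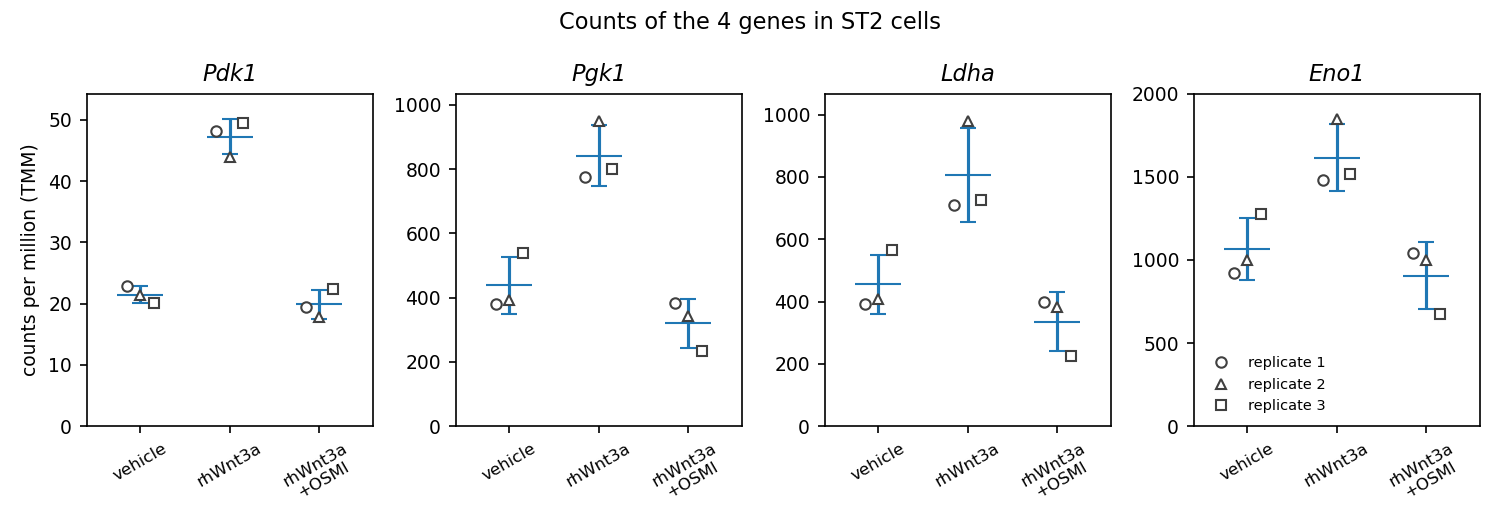
Read counts as CPM (y axis, TMM-scaled) of Pdk1, Pgk1, Ldha and Eno1 in ST2 cells with vehicle, rhWnt3a, or rhWnt3a with OSMI (x axis); points are libraries, with replicates 1, 2 and 3 as circle, triangle and square, and blue bars give mean ± SD. Libraries with rhWnt3a alone lie above those of the other 2 groups for each gene.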

Importantly, Wnt ligands such as Wnt3a (Esen et al, 2013) and Wnt7b (Chen et al, 2019), have been reported to alter glucose metabolism and regulate bone formation. Data in this study also confirmed loss of Hk2 reduced osteogenic gene expression and blockade of glucose metabolism by 2-Deoxy-D-glucose (2-DG) diminished rhWnt3a-induced osteogenesis in vitro (Fig. EV3A,B). Therefore, we investigated whether O-GlcNAcylation mediated Wnt3a-induced osteoblastogenesis by regulating aerobic glycolysis. To do this, we first pretreated ST2 cells with OSMI for 24 h before the administration of rhWnt3a for 48 additional hours. Glucose uptake and lactate production were then assessed, and we found a significant increase in both, in response to rhWnt3a, as we expected. It is worth noting that the inhibition of O-GlcNAcylation by OSMI significantly decreased glucose uptake (Fig. 5D) and lactate production (Fig. 5E) both with and without the administration of rhWnt3a. Seahorse assays detected a dramatic increase in the extracellular acidification rate (ECAR) (Fig. 5F) and identical oxygen consumption rate (OCR) (Fig. 5G) in the presence of rhWnt3a; however, the increase of ECAR was suppressed with the addition of OSMI. Thus, the decrease of O-GlcNAcylation significantly abolished Wnt-induced aerobic glycolysis. Notably, OSMI also reduced maximal respiration even in the absence of rhWnt3a, which suggested that O-GlcNAcylation also plays a critical role in maintaining mitochondrial respiration in osteoblast-lineage cells (Fig. 5G). Then, we detected the expression levels of key glycolytic enzymes in response to rhWnt3a stimulation and dynamic alteration of O-GlcNAcylation. Consistently, 48 h of rhWnt3a treatment significantly increased the protein levels of HK2, PFKFB3, PFK1, LDHA, and PDK1. Notably, the administration of OSMI or TMG dramatically decreased and increased these protein levels, respectively, in the presence of rhWnt3a (Fig. 5H). Similarly, knocking down OGT using siRNA abolished the rhWnt3a-stimulated increases in glycolytic protein levels, while the knockdown of OGA mildly further increased the expression levels of proteins such as HK2 (Fig. 5I). We also observed that the inhibition of GFAT1 by its antagonist DON also diminished rhWnt3a-induced glycolytic enzyme levels (Fig. 5J). These results demonstrated that O-GlcNAcylation mediated Wnt-induced osteogenesis through the upregulation of aerobic glycolysis and the increase of glycolytic enzyme protein levels.

**Figure 5:**
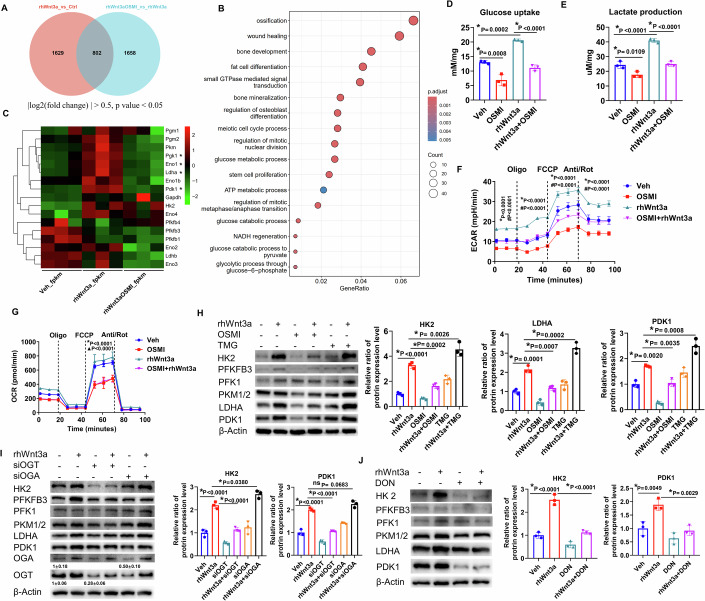
O-GlcNAcylation is indispensable for Wnt3a-increased aerobic glycolysis. (**A**) Venn diagram showing that 802 genes that were altered in response to rhWnt3a and OSMI (Benjamini & Hochberg method). (**B**) Gene ontology (GO) analysis of the genes listed in (**A**) (Hypergeometric test). (**C**) Heatmap of the representative glycolytic genes in response to the indicated treatments, *n* = 3, biological replicates. (**D**, **E**) Glucose uptake (**D**), and lactate production (**E**) were performed in the indicated groups. (**F**, **G**) ECAR (**F**), and OCR (**G**) were exhibited to represent the capacity of aerobic glycolysis and OXPHOS, respectively. (**H**) Representative Western blots are shown to reflect the expressions of glycolytic enzymes in response to rhWnt3a, OSMI, or both. Quantifications from densitometric analysis of HK2, LDHA, and PDK1 are shown on the right. (**I**) ST2 cells were pre-treated with siRNA against either OGT or OGA, and then treated with rhWnt3a for 2 days. Quantitative analysis of siRNA knockdown efficiency was performed, data are shown as mean ± SD, *n* = 3, biological replicates. Representative Western blots are shown and the quantifications from densitometric analysis of HK2 and PDK1 are shown on the right. (**J**) Representative Western blots are shown to demonstrate the effect of DON on Wnt-induced glycolytic enzyme expression. The quantifications of HK2 and PDK1 are presented. (**D**, **E**, **H**–**J**) *p < 0.05, *n* = 3; dots represented biological replicates, one-way ANOVA followed by Tukey’s multiple comparisons test. (**F**, **G**) # represents the comparison between rhWnt3a and vehicle treatment; ▲ represents the comparison between OSMI and vehicle treatment; * represents the comparison between rhWnt3a and rhWnt3a+OSMI treatment. Error bars: mean ± SD. #, ▲, *p < 0.05, two-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. Source data are available online for this figure.

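Of the 17 genes in the heatmap of Fig. 5C, 16 passed the count filter, Eno4 having 0 to 10 counts per library. With rhWnt3a, 11 were higher than with vehicle and Hk2, Pdk1 and Pgk1 were called (edgeR), while Pfkfb3 went down (−0.98, SE 0.21, adjusted p = 0.0171) and stayed lower with OSMI. Adding OSMI lowered 14 of them, and Eno1b, Ldha, Pdk1, Pgk1 and Pgm2 passed the threshold. Of 19 alternatives, the fall kept its call in 19 for Pdk1 and Pgk1, in 12 for Ldha and Pgm2, and in 9 for Eno1b. The rise of Hk2 with rhWnt3a kept its call in 12. Gapdh was among the 2 that did not go down (0.60, adjusted p = 0.500), where a single OSMI library held 788 counts beside 164 and 173. Its counts are hard to interpret, since 49 genes carry near-identical copies that cover 88.0% of its transcript. Copies also cover 92.2% of Eno1b (2 genes), 76.8% of Ldhb and 65.5% of Pkm (1 gene each). Against vehicle, 14 of these genes were lower after rhWnt3a with OSMI, with a mean log2 difference of −0.32.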

**Figure EV3:**
O-GlcNAcylation is indispensable for Wnt3a-increased aerobic glycolysis. (related to Figs. 5 and 8) (**A**) Osteoblastic gene detection by qPCR in the absence of Hk2. Each dot represented one single experiment. Error bars: mean ± SD. *p < 0.05; *n* = 3 (two-tailed Student’s t-test). (**B**) ST2 cells were pretreated with 2-DG for 1 day and then exposed to rhWnt3a for 3 additional days. Then ALP staining was performed.

### Canonical Wnt signaling mediates the induction of O-GlcNAcylation and improves aerobic glycolysis

Next, we planned to understand how Wnt3a orchestrated O-GlcNAcylation in glycolysis. A previous study showed that Wnt3a rapidly stimulates aerobic glycolysis in osteoblasts within 6 h via the mTORC2-AKT axis, but that β-catenin-dependent Wnt signaling does not have the same effect (Esen et al, 2013). However, β-catenin has also been reported to be involved in glucose metabolism during tumorigenesis, which suggests that canonical Wnt signaling is crucial to glucose metabolism in tumor cells at least, if not in all cells (Nie et al, 2022; Pate et al, 2014; Yang et al, 2021). Thus, we asked whether the prolonged administration of rhWnt3a might regulate aerobic glycolysis through β-catenin-dependent Wnt signaling during osteogenesis. To assess this, we first treated ST2 cells for 72 h with lithium chloride (LiCl), a well-studied canonical Wnt stimulator that inhibits glycogen synthetase kinase-3β and consequently stabilizes cytosolic β-catenin. We found that glucose uptake (Fig. 6A) and lactate production (Fig. 6B) were both increased. The seahorse assay indicated cells manifested increased ECAR, but relatively identical OCR in response to LiCl (Fig. 6C,D). Glycolytic proteins such as HK2, PFK1, PDK1, and PKM1/2 were also significantly upregulated in presence of LiCl (Fig. 6E). To confirm this finding, we pre-treated ST2 cells with the β-catenin-specific inhibitor XAV939, which targeted the poly-ADP-ribosyltransferases tankyrase 1&2 to destabilize β-catenin, for 12 h, followed by the administration of rhWnt3a for an additional 72 h, after which glucose uptake (Fig. 6F) and lactate production (Fig. 6G) were measured. XAV939 barely had any effect on these assays in the absence of rhWnt3a; however, the induction of glucose uptake and lactate production by rhWnt3a were abolished by the addition of XAV939. Our seahorse experiments also showed that Wnt-induced extracellular acidification was mediated by β-catenin (Fig. 6H). Consistently, rhWnt3a did not alter the OCR. However, XAV939 decreased the basal respiration significantly regardless of rhWnt3a addition which suggested a potential role of β-catenin in mitochondrial respiration independent of Wnt ligand (Fig. 6I). Glycolytic protein expression levels such as HK2 and PDK1 increased upon rhWnt3a treatment were reduced by the inhibition of β-catenin (Fig. 6J). Two sets of siRNAs were used to knock down β-catenin, which blocked the induction of glycolytic protein expression, with or without the administration of rhWnt3a for 48 h (Fig. 6K). This indicated that β-catenin-Wnt signaling significantly regulated aerobic glycolysis following prolonged treatment of Wnt3a.

**Figure 6:**
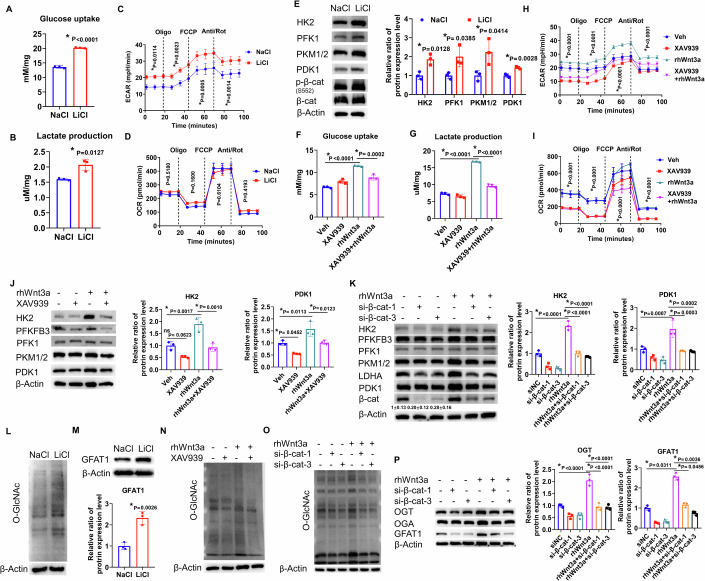
Prolonged Wnt3a signaling requires β-Catenin to rewire O-GlcNAcylation and aerobic glycolysis. (**A**–**D**) Glucose uptake (**A**), Lactate production (**B**), ECAR (**C**), and OCR (**D**) assay of ST2 cells in response to LiCl for 72 h. *p < 0.05, two-tailed Student’s t-test and two-way ANOVA followed by Sidak’s multiple comparisons test, *n* = 3, biological replicates. (**E**) The representative Western blotting for glycolytic enzyme detection exposed to LiCl for 72 h, and quantification are presented. two-tailed Student’s t-test, *n* = 3, biological replicates. (**F**, **G**) Glucose uptake (**F**), and Lactate production (**G**) of ST2 cells exposed to XAV939, rhWnt3a, or both. One-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. (**H**, **I**) ECAR (**H**), and OCR (**I**) assay of ST2 cells in response to the indicated treatments. * represents the comparison between rhWnt3a and rhWnt3a + XAV939 treatment, *p < 0.05, two-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. (**J**) Glycolytic enzyme expressions were examined and quantifications of HK2 and PDK1 are shown. One-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. (**K**) β-Catenin was knocked down before rhWnt3a treatment for 48 h. Quantitative analysis of siRNA knockdown efficiency was performed, data are shown as mean ± SD, *n* = 3, biological replicates. The representative Western blotting for glycolytic enzyme and quantification were presented. One-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. (**L**, **M**) Western blotting results of O-GlcNAc levels (**L**) and GFAT1 (**M**) in ST2 cells treated with LiCl for 72 h (two-tailed Student’s t-test). (**N**) Western blotting results of O-GlcNAc levels in response to XAV939 and rhWnt3a treatment for 72 h. (**O**, **P**) ST2 cells were treated the same as those in (**K**), O-GlcNAc (**O**), OGA, OGT, and GFAT1 (**P**) levels were exhibited with OGT and GFAT1 quantification shown to the right. One-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. *p < 0.05. Error bars: mean ± SD. Source data are available online for this figure.

Notably, we found the O-GlcNAcylation and GFAT1 levels increased markedly in the presence of LiCl (Fig. 6L,M), while the induction O-GlcNAcylation by rhWnt3a was blunted by XAV939 (Fig. 6N). The knockdown of β-catenin not only attenuated O-GlcNAcylation levels (Fig. 6O) but also decreased the upregulation of GFAT1 and OGT protein expression induced by rhWnt3a (Fig. 6P). This confirmed that canonical Wnt signaling is critical for Wnt-induced O-GlcNAcylation. Combined with our previous finding, this shows that the prolonged administration of rhWnt3 stimulates aerobic glycolysis through O-GlcNAcylation in a β-catenin-dependent manner.

### Wnt rapidly increased O-GlcNAcylation via the Ca^2+^-PKA-GFAT1 axis

Owing to the quick changes in GFAT1 protein expression in response to rhWnt3a within 6 h (Fig. 1D) and the fact that no significant alterations took place in the short stimulation of LiCl (6 or 12 h) (Figs. 7A and EV4A), we suspected that Wnt signaling could rapidly alter GFAT1 protein level in a β-catenin-independent manner. GFAT1 is post-translationally regulated by cAMP-dependent protein kinase (PKA) (Zibrova et al, 2017), Mammalian target of rapamycin complex 2 (mTORC2) (Moloughney et al, 2018), and adenosine 5′ monophosphate-activated protein kinase (AMPK) (Eguchi et al, 2009; Zibrova et al, 2017). Therefore, we first validated the protein expression of the PKA direct target phospho-CREB at Ser^133^, the phospho-AMPK at Thr^172^, and the mTORC2 direct target phospho-AKT at Ser^473^, in the presence of rhWnt3a from 10 to 60 min. Among them, the phospho-CREB (Ser^133^) responded quickly at 10 min (Figs. 7B and EV4B). Next, to investigate whether Wnt-induced glycolysis and O-GlcNAcylation required PKA, we pretreated ST2 cells with H89, a specific inhibitor of PKA, followed by 6 h of rhWnt3a treatment. The inhibition of PKA significantly blunted Wnt-mediated glycolytic protein expression (Figs. 7C and EV4C), GFAT1, and O-GlcNAcylation levels (Figs. 7D and EV4D). Intracellular calcium (Ca^2+^) has also been reported to interact with PKA in many tissues (Grewal et al, 2000; Ni et al, 2011). To test the effect of rhWnt3a on Ca^2+^ influx, we treated ST2 cells with rhWnt3a for the indicated time and found that rhWnt3a dramatically increased intracellular calcium flux after 260 s of rhWnt3a administration (Fig. 7E red line). Further, the L-type Ca^2+^ channel ionophore ionomycin increased Ca^2+^ influx to a certain level as rhWnt3a did (Fig. 7E green line); whilst ionomycin further enhanced Ca^2+^ signals in addition to rhWnt3a which proved that rhWnt3a treatment indeed increased Ca^2+^ influx in the cytosol (Fig. 7E purple line). To further confirm this, protein level of calcium-calmodulin (CaM)-dependent protein kinase II (CaMKKII) as well as liver kinase B1 (LKB1) were also measured and found increased in response to rhWnt3a (Figs. 7F and EV4F). The results indicated that rhWnt3a treatment increased the non-canonical pathway through elevated calcium flux and PKA activity.

**Figure 7:**
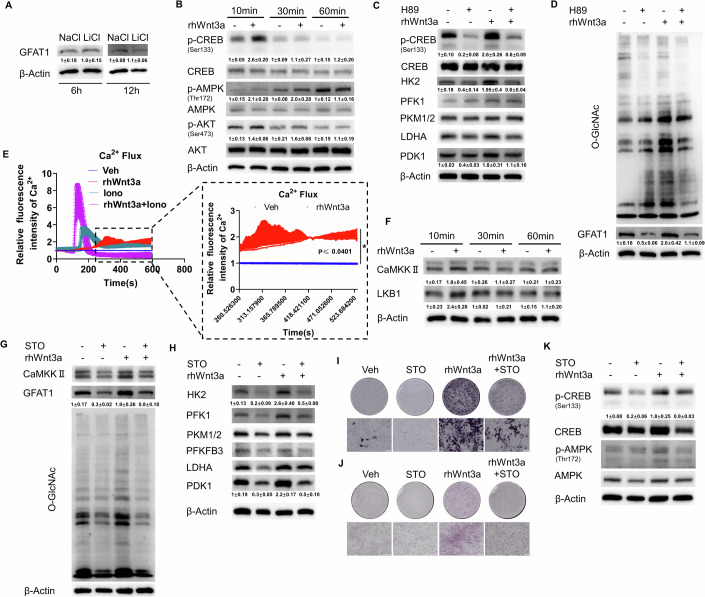
Wnt rapidly increases O-GlcNAcylation via the Ca^2+^-PKA-GFAT1 axis. (**A**) GFAT1 protein levels in response to LiCl at 6 or 12 h. (**B**) The Western blotting analyses for pCREB (Ser^133^), pAMPK (Thr^172^), and pAKT (Ser^473^). Quantitative analysis was performed setting vehicle treatment at each time point to standard 1, respectively. (**C**, **D**) ST2 cells were treated with rhWnt3a, H89, or both for 6 h. (**C**) Glycolytic enzyme expression levels were examined. (**D**) O-GlcNAc and GFAT1 levels were validated. (**E**) Calcium flux in response to rhWnt3a, ionomycin (lono), or both in a series of time points. On the right is a statistical analysis of calcium flux after vehicle and rhWnt3a treatment for 260 s. *p < 0.05, two-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. (**F**) the representative Western blotting images of CaMKKII and LKB1 are shown in response to rhWnt3a with indicated time. Quantitative analysis was performed using setting vehicle treatment at each time point to standard 1, respectively. (**G**, **H**, **K**) ST2 cells were administrated with rhWnt3a, STO, or both for 6 h. (**G**) Western blotting analyses of CaMKKII, O-GlcNAc, and GFAT1. (**H**) The representative Western blotting image of glycolytic enzyme in ST2 cells. (**I**) ALP staining and (**J**) Alizarin Red S staining were performed after 3 and 14 days’ rhWnt3a treatment respectively, in either STO or rhWnt3a. High magnificent images are shown below, scale bar, 200 μm. (**K**) Western blotting images of pCREB (Ser^133^) and pAMPK (Thr^172^) were performed in response to STO and rhWnt3a for 6 h. Data are shown as mean ± SD, *n* = 3, biological replicates. Source data are available online for this figure.

**Figure EV4:**
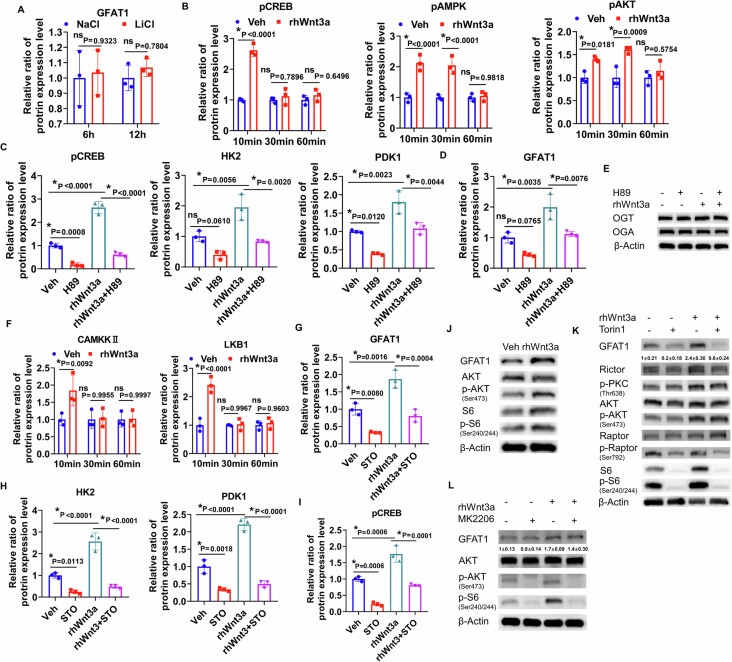
Wnt rapidly increases O-GlcNAcylation via the Ca^2+^-PKA-GFAT1 axis. (related to Fig. 7) (**A**) Quantification of GFAT1 protein shown in Fig. 7A. (**B**) Quantification of pCREB, pAMPK, and pAKT proteins shown in Fig. 7B. (**C**) Quantification of pCREB, HK2, and PDK1 proteins shown in Fig. 7C. (**D**) Quantification of GFAT1 protein shown in Fig. 7D. (**E**) ST2 cells were treated with rhWnt3a, H89, or both for 6 h. OGT and OGA expression levels were detected. (**F**) Quantification of CAMKKII and LKB1 proteins shown in Fig. 7F. (**G**) Quantification of GFAT1 protein shown in Fig. 7G. (**H**) Quantification of HK2 and PDK1 proteins shown in Fig. 7H. (**I**) Quantification of pCREB protein shown in Fig. 7K. (**J**) The mTOR downstream targets expression in response to rhWnt3a. (**K**) The mTOR inhibition decreases GFAT1 protein level. (**L**) The GFAT1 expression detection after the mTORC2 inhibition. All data are shown as mean ± SD, *n* = 3, biological replicates. *p < 0.05, (**A**, **B**, **F**) two-way ANOVA followed by Sidak’s multiple comparisons test, (**C**, **D**, **G**, **H** and **I**) one-way ANOVA followed by Tukey’s multiple comparisons test.

Next, to investigate whether Wnt-induced GFAT1 expression required calcium influx, we pretreated ST2 cells with STO-609, a selective inhibitor of CaMKKII, followed by 6 h of rhWnt3a treatment. We found that Wnt-induced GFAT1 protein overexpression and O-GlcNAcylation levels both declined when CaMKKII was inhibited (Figs. 7G and EV4G). Additionally, our data showed that inhibition of CaMKKII also abolished the induction of glycolytic protein expression triggered by rhWnt3a (Figs. 7H and EV4H). Besides, the osteogenesis trigged by rhWnt3a was also diminished reflected by ALP (Fig. 7I) and Alizarin Red S staining (Fig. 7J). We also observed that the phospho-CREB (Ser^133^) level also declined in the presence of STO-609 which indicated a regulatory effect of calcium influx on the PKA pathway (Figs. 7K and EV4 I). This suggested that rhWnt3a treatment rapidly increases O-GlcNAcyation levels and glycolysis via the Ca^2+^-PKA-GFAT1 axis.

### O-GlcNAcylation on Ser^174^ of PDK1 mediates Wnt3a-induced osteogenesis

PDK1, as a gatekeeper of aerobic glycolysis, promotes the production of lactate (Erdem et al, 2022; Takubo et al, 2013). The inhibition of PDK1 diminishes HIF1α-driven bone formation (Regan et al, 2014). Since rhWnt3a treatment significantly upregulated PDK1 protein levels, and this upregulation was diminished by the inhibition of O-GlcNAcylation (Fig. 5H,I), we decided to ask whether PDK1 was directly O-GlcNAcylated. To this end, we first infected an HA-tagged OGT adenovirus to overexpress OGT in ST2 cells. Then we performed immunoprecipitation (IP) with O-GlcNAc antibody and immunoblotted (IB) with PDK1 antibody, which showed that PDK1 possessed O-GlcNAc (Fig. 8A black arrow pointed). On the other hand, we also overexpressed Flag-tagged full-length PDK1 (Flag-PDK1) by lentivirus in the ST2 cells, then performed an IP experiment with Flag antibody and IB with O-GlcNAc antibody. The data showed that PDK1 possessed more O-GlcNAcylation in response to rhWnt3a treatment (Figs. 8B and EV5A). Multiple studies have proven that O-GlcNAcylation directly regulates protein stability.(Duan et al, 2018; Li et al, 2013; Li et al, 2017) To determine the potential effect of O-GlcNAcylation on the half-life of PDK1, we first overexpressed Flag-PDK1, then blocked de novo protein synthesis using cycloheximide (CHX). We monitored the abundance of Flag-PDK1 over time with the addition of rhWnt3a, OSMI, or both. These experiments revealed that rhWnt3a treatment prolonged the half-life of Flag-PDK1, and the stabilizing effect of rhWnt3a was completely abolished by the O-GlcNAcylation inhibitor OSMI (Fig. 8C,D). As PDK1 could be directly O-GlcNacylated, we predicted the O-GlcNAc sites on PDK1 using the online tool YinOYang (http://www.cbs.dtu.dk/services/YinOYang/) with the standard criterion and found Ser^174^ with high score. To test the biological functions of these sites, we performed the point mutation on Flag-tagged PDK1 and transfected Flag-PDK1 (WT) or the Flag-PDK1-S174A (S174A) into ST2 cells, making stable cell lines. Alanine substitution of serine at the Ser^174^ decreased but not fully eliminated the O-GlcNAcylation of PDK1, which suggested PDK1 possessed multiple functional O-GlcNAc sites beside Ser^174^ (Figs. 8E and EV5B). Importantly, this mutation accelerated the degradation of Flag-PDK1 (Fig. 8F,G). Next, the proteasome inhibitor MG132 was used and dramatically increased the ubiquitination in S174A cells, which confirmed less O-GlcNAc modification led to instability of Flag-PDK1 (Fig. 8H). Consequently, this S174A mutation suppressed rhWnt3a-induced extracellular acidification (Fig. 8I) and impeded osteogenesis in ST2 cells (Fig. 8J,K). Thus, rhWnt3a promoted aerobic glycolysis, partially through O-GlcNAcylation-mediated PDK1 turnover.

**Figure 8:**
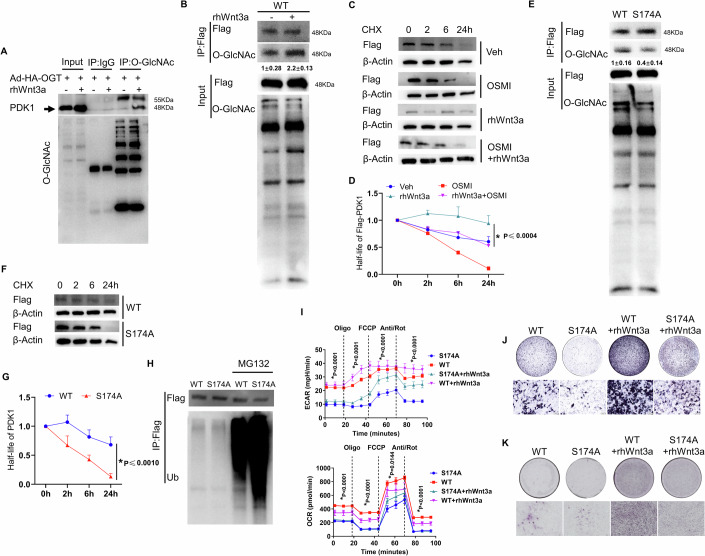
O-GlcNAcylation on the Ser^174^ site stabilizes PDK1 and facilitates Wnt3a-induced osteogenesis. (**A**) Immunoprecipitation of endogenous O-GlcNAc and detection with PDK1 Western-blotting. (**B**) Immunoprecipitation (IP) of Flag-PDK1 and detection with O-GlcNAc immunoblotting. Fold changes were quantified and shown as mean ± SD. (**C**, **D**) Effects of rhWnt3a and OSMI on Flag-PDK1 turnover, as measured by Western blotting (**C**). The quantifications are shown (**D**). *p < 0.05, two-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. (**E**) IP of Flag-PDK1-S174A and detection with O-GlcNAc immunoblotting. Fold changes were quantified and shown as mean ± SD. (**F**, **G**) Effects of S174A on the half-life of Flag-PDK1, as measured by Western blotting (**F**) and presented with quantification (**G**). *p < 0.05, two-way ANOVA followed by Sidak’s multiple comparisons test, *n* = 3, biological replicates. WT, ST2 cells with Flag-PDK1; S174A, ST2 cells with Flag-PDK1-S174A mutant. (**H**) WT or S174A cells were treated with MG132 for 6 h and performed IP with Flag antibody, and then detected with ubiquitin antibody. (**I**) The seahorse assay in S174A and WT cells in response to rhWnt3a for 24 h. * represents the comparison between S174A cells with rhWnt3a treatment and WT cells with rhWnt3a treatment, *p < 0.05, two-way ANOVA followed by Tukey’s multiple comparisons test, *n* = 3, biological replicates. (**J**) ALP staining and (**K**) Alizarin Red S staining were performed after 3 and 14 days’ rhWnt3a treatment, respectively, in either WT or S174A cells. High magnificent images are shown below, scale bar, 200 μm. All data are shown as mean ± SD. Source data are available online for this figure.

**Figure EV5:**
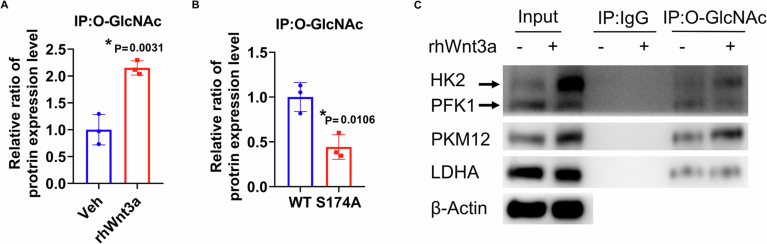
O-GlcNAcylation on the Ser^174^ site stabilizes PDK1 and facilitates Wnt3a-induced osteogenesis. (related to Fig. 8) (**A**) Quantification of the IPed O-GlcNAc protein in Fig. 8B. (**B**) Quantification of the IPed O-GlcNAc protein in Fig. 8E. (**C**) Immunoprecipitation with endogenous O-GlcNAc and detection with HK2, PFK1, PKM12, and LDHA, respectively. Error bars: mean ± SD. *p < 0.05; *n* = 3, biological replicates (two-tailed Student’s t-test).

## Discussion

Here, we report that O-GlcNAcylation is necessary for Wnt3a-induced osteoblastogenesis in vitro, and for Wnt-activated bone formation and fracture healing in vivo. Molecularly, Wnt3a promotes O-GlcNAcylation through a Ca^2+^-PKA-Gfat1 or β-catenin-dependent manner, which in turn increases glycolysis and osteogenesis. This study not only sheds novel light on the mechanism behind Wnt signaling for regulating O-GlcNAc modification but also provides proof of principle that Wnt activated-O-GlcNAcylation may be explored for the pharmaceutical treatment of osteoporosis.

To the best of our knowledge, this is the first study to investigate the function of O-GlcNAcylation in Wnt-induced osteogenesis and bone formation. Wnt ligands are potent anabolic stimulators of osteogenesis. Emerging evidence has shown that Sclerostin, an inhibitor of Wnt signaling, is a therapeutic target in bone loss. Its neutralization by the specific antibody Scl-Ab (also known as Romosozumab) has been reported to be an effective pharmaceutical treatment for osteoporosis (Dreyer et al, 2021; Ke et al, 2012; Lewiecki, 2014). Although a recent study (Zhang et al, 2023) indicated that loss of Ogt in Osx-positive cells in vivo led to bone defects, it is necessary to assess the function of O-GlcNAcylation in bone formation and fracture healing in response to Wnt stimulation. Therefore, in this study, rhWnt3a was used to treat ST2 cells, which are representative of MSCs in vitro, which significantly increased O-GlcNAcylation. Similarly, C3H/10T1/2 and M2-10B4 cells showed an upregulation of O-GlcNAcylation upon rhWnt3a treatment (Fig. EV1G,H), indicating that upregulation of O-GlcNAcylation of cellular total proteins by rhWnt3a may be a general phenomenon, but the extent of expression of O-GlcNAcylation was not the same in different cells due to the time, concentration and degree of cellular response to rhWnt3a treatment. Of note, whether *WNT3A* acts in the same way to promote osteogenesis in mice and humans has not been reported in relevant studies. Studies have shown that the *WNT3A* gene is strongly associated with bone fragility (Caetano da Silva et al, 2021; Velázquez-Cruz et al, 2014). Another study has shown that the *WNT3A* (c.152 A > G, p.K51R) mutation is found in patients with Childhood-onset primary osteoporosis and that the mutation manifests in CHO cells as a reduction in the activity of the classical Wnt pathway, supporting the role of the classical Wnt pathway in the development of the disease (Korvala et al, 2012). Notably, interference with the elevation of O-GlcNAcylation significantly induced an arrest in osteoblast differentiation in vitro, characterized by the significant transcriptional inhibition of osteogenic genes and calcium deposit. Consistent with the findings of a recent study (Zhang et al, 2023), we specifically knocked down Ogt in osteoblast-lineage cells and found a low bone mass phenotype in the OgtCKO mice. In addition to reduced bone formation and lower bone mass, the loss of O-GlcNAcylation also causes delays in bone fracture healing. In this study, the deletion of Ogt completely blocked Scl-Ab-induced cortical bone formation and regeneration after injury which indicated the anabolic effect of Wnt was dependent upon protein O-GlcNAcylation. Unlike cortical bone, the trabecular bone mass in OgtCKO despite attenuated compared to Ctrl mice, remained increasing in response to Scl-Ab administration, which suggested Wnt-stimulated bone mass in trabeculae did not fully rely on O-GlcNAcylation. The diverse response to Wnt stimulation between cancellous and cortical bone needed to be further studied. Similar to cancellous bone, Scl-Ab still partially promotes fracture healing in OgtCKO mice, and it is speculated that Wnt signaling may regulate other cytokines or pathways in addition to O-GlcNAc levels to promote fracture healing. It has been shown that BMP-2 is upregulated after 2 weeks of fracture treatment in Scl-Ab-treated rats (Feng et al, 2015), suggesting that the upregulation of the BMP signaling pathway by the Wnt signaling pathway synergistically promotes the fracture healing process. It has also been shown that in the early stages of bone repair, Sostdc1^−/−^ mice (SOST is expressed only in the periosteum) lead to the recruitment of mesenchymal stem cells (MSCs) to the injured area, resulting in stronger bone formation than wild-type mice at day 21(Collette et al, 2016). It is shown that cells responding to the Wnt signaling pathway during fracture healing are not only OSX-positive cells, but there may be other cells responding to the Wnt signaling pathway or undergoing O-GlcNAcylation to promote fracture healing. The study also sheds light on how Wnt signaling regulates O-GlcNAcylation, although the precise details require further investigation. We screened metabolites through a metabolomic analysis and found that the substrate of HBP, UDP-GlcNAc, was enriched following the administration of rhWnt3a. In agreement with this finding, the first rate-limiting enzyme of HBP, GFAT1, was found to increase rapidly within 6 h of rhWnt3a treatment and increase continuously thereafter. According to previously published studies, GFAT1 is regulated at different levels, including through the modulation of mRNA and protein expression (Chaveroux et al, 2016; Manzari et al, 2007; Moloughney et al, 2016; Sayeski et al, 1997; Wang et al, 2014), post-translational modifications (Gelinas et al, 2018; Moloughney et al, 2018; Ruegenberg et al, 2021; Zhou et al, 1998; Zibrova et al, 2017), and allosteric regulation by metabolites (Mouilleron et al, 2008; Ruegenberg et al, 2020). Among these mechanisms of regulation, GFAT1 can also be transcriptionally regulated by Sp1 (Sayeski et al, 1997), as well as spliced by X-box-binding protein 1 (Xbp1s) (Wang et al, 2014), C-MYC (Liu et al, 2019), and ATF4 (Chaveroux et al, 2016) under different challenges such as glucose deprivation and hypoxia. Since Wnt3a rapidly induces GFAT1 overexpression, it is most likely through a post-translational modification. AMPK phosphorylates GFAT1 at Ser^243^, which results in diminishing GFAT1 activity (Eguchi et al, 2009; Zibrova et al, 2017). In addition, the level of phosphorylation of GFAT1 at Ser^243^ is also regulated by mTORC2 when proliferating cancer cells are submitted to either glucose or glutamine-limited conditions (Moloughney et al, 2018). However, in opposition to the AMPK effect, Ser^243^ phosphorylation by mTORC2 stabilizes GFAT1 during nutrient-limited conditions, enabling the maintenance of flux through HBP (Moloughney et al, 2018). PKA-mediated phosphorylation at Ser^205^ stabilizes the GFAT1 while impeding UDP-GlcNAc feedback inhibition, which leads to higher enzymatic activity (Zibrova et al, 2017). We examined the levels of protein expression of the PKA target phospho-CREB at Ser^133^, phospho-AMPK at Thr^172^, and the mTORC2 target phospho-AKT at Ser^473^, in response to rhWnt3a. Upon Wnt stimulation, phospho-CREB, phospho-AMPK, and phospho-AKT all increased with different levels. The negative regulation of GFAT1 that phospho-AMPK induced likely reflects a fine-tuning regulation of HBP when GFAT1 increases. Compared with phospho-AKT, the change in phospho-CREB is more profound (Fig. 7B). And the pharmacological blocking experiment also demonstrated the essential role of PKA in GFAT1 regulation (Fig. 7D), but not OGT and OGA (Fig. EV4E). As reported, rhWnt3a significantly activates the mTOR pathway within 6 h (Fig. EV4J). Our data do not exclude the requirement of mTOR in regulating O-GlcNAc modification, since the mTOR inhibitor Torin1 also decreases GFAT1 protein level, but MK2206 has no effect (Fig. EV4K,L). The detailed mechanism behind this, however, merits further investigation in future studies.

Ca^2+^ and PKA interact closely (Grewal et al, 2000; Ni et al, 2011); for instance, through calcium-mediated phosphorylation of CREB through the PKA-RAP1-ERK pathway. Studies have indicated that the β-catenin-independent Wnt3a pathway can also influence intracellular calcium flux. Wnt3a rapidly increases miniature synaptic currents through a mechanism involving Ca^2+^ mobilization (Avila et al, 2010). Furthermore, Wnt3a inhibits chondrogenesis in MSCs, via CaMKKII-mediated non-canonical Wnt signaling (Qu et al, 2013). In our study, we detected an increase of Ca^2+^ flux in response to rhWnt3a, and blocking CaMKKII functionally blunted GFAT1 overexpression and O-GlcNAcylation. The inhibition of CaMKKII also decreased phospho-CREB levels, indicating a regulatory effect on the PKA pathway. Therefore, Wnt3a regulation of GFAT1 depends on Ca^2+^ and PKA.

In addition to the acute stimulation by Wnt, we also showed that prolonged Wnt3a treatment results in an increase of O-GlcNAcylation through a β-catenin-dependent manner. As O-GlcNAcylation stabilizes β-catenin at Thr^41^, it is reasonable to hypothesize that Wnt3a-induced O-GlcNAcylation also benefits the transduction of β-catenin-dependent Wnt signaling. Therefore, the increases in protein levels of glycolytic enzymes that we observed upon prolonged rhWnt3a treatment are likely due to the transcriptional regulation of β-catenin. Nonetheless, potential target proteins that undergo O-GlcNAcylation need further investigation. Our data indicated that PDK1, a regulator of glycolysis, possesses a Ser^174^ O-GlcNAc site which, if mutated, can cause its degradation. However, this S174A mutation only decreases instead of fully diminishes the O-GlcNAc modification on PDK1 (Fig. 8E). This data highly recommends multiple O-GlcNAc sites regulate PDK1 function, which should be investigated later in more detail. Notably, the mutation of PDK1 also leads to lower levels of glycolysis and osteogenesis, which provides more evidence regarding the mechanism whereby Wnt regulates osteogenesis. In addition to PDK1, O-GlcNAcylation of other glycolysis enzymes, such as HK2, PFK1, PKM1/2, and LDHA were also detected (Fig. EV5C), which were consistent with reports in other tissue (Bacigalupa et al, 2018), suggesting that O-GlcNAcylation is a general regulatory mechanism of glycolysis.

Taken together, this study demonstrates that O-GlcNAc glycosylation orchestrates Wnt-stimulated bone formation and fracture healing, which provides a promising target for the development of future therapies against osteoporosis.

## Methods

### Mouse

Our study exclusively examined male mice. It is unknown whether the findings are relevant for female mice. All mouse procedures had the approval of the Ethics Committee of West China Hospital of Stomatology (batch number: WCHSIRB-D-2022-548). Ogt^flox/flox^ and Osx-Cre mouse lines were as previously described (Rodda and McMahon, 2006; Shafi et al, 2000). To repress Cre activity, designated breeders were fed doxycycline-containing drinking water (500 μg/ml, 2% sucrose). Mice aged 21 days or 2 months (for fracture studies) were injected intraperitoneally with PBS or Scl-Ab (Anti-SOST antibody) (Chemstan, CSD00275, China) at 10 mg/kg every 4 days (Holdsworth et al, 2018) while drinking normal water, and harvested at the indicated times. For femoral fractures, an incision was made in the skin on the anterolateral aspect of the distal femur, exposing it to the mid-shaft. With the knee flexed, a sterile 23 G needle was inserted into the marrow cavity and a scalpel was used to produce the fracture at the midshaft of the femur.

### μCT analysis

The femurs were scanned with μCT 45 (Scanco Medical AG) and with the following key parameters: voxel size 13.1 μm^3^, X-ray tube potential 55 kVp, X-ray intensity 145 μA, integration time 250 ms. To quantify trabecular bone parameters, 100 μCT slices (1.31 mm) immediately below the distal femoral growth plate were assessed. To quantify cortical bone parameters, 50 μCT slices (0.655 mm) of the mid-diaphyseal of the femur were analyzed. The thresholds for both analysis and 3D reconstruction were 300. For femoral fracture analysis and 3D reconstruction, contours were drawn around the entire callus margin. The threshold was set to 200.

### Bone histomorphology

For dynamic analysis, mice were injected intraperitoneally with Calcein green (Sigma, C0875) at a dose of 10 mg/kg at 7 days before euthanasia and with Alizarin complexone (Sigma, A3882) at a dose of 30 mg/kg at 2 days before euthanasia. H&E, Masson’s trichrome, and TRAP stains were carried out on the paraffin sections according to the standard protocol.

### Immunofluorescence staining

Frozen sections of 6 μm thickness were performed on tibiae. After three PBS washes, slides were incubated with blocking solution (Antibody Diluent, Thermo Fisher Scientific) for 1 h and primary antibody overnight. The next day, PBS-washed slides were immersed in fluorescent secondary antibodies for 1 h. The antibodies involved in this part were listed below: anti-OSX antibody (Abcam, ab22552), anti-OGT antibody (Abcam, ab177941), anti-O-GlcNAc (RL2) antibody (Abcam, ab2739), Alexa Fluor 488-conjugated secondary antibody (Thermo Fisher Scientific, A11008), Alexa Fluor 647-conjugated secondary antibody (Abcam, ab150107). Finally, the slides were exposed to DAPI for 5 min and sealed with an anti-fluorescence quenching sealer. An Olympus SpinSR10 confocal microscope was used to acquire the images.

### Cell culture

The ST2 (RRID: CVCL_2205) cell line was grown in α-MEM (Gibco), the M2-10B4 (RRID: CVCL_5794) cell line was cultured in RPMI (Gibco), and the C3H/10T1/2 (RRID: CVCL_0190) and HEK-293T (RRID: CVCL_0063) cell lines were cultivated in DMEM (Gibco), which was complemented with 10% fetal bovine serum (FBS) (Zeta) and 1% Pen-Strep (P/S) (Gibco). Recombinant Human Wnt-3a Protein (rhWnt3a) (R&D Systems, 5036-WN-010/CF) was dosed to ST2 cells at 50 ng/ml. Unless otherwise specified, OSMI (Abcam, 20 μM), TMG (APExBIO, 10 μM), DON (APExBIO, 50 μM), NaCl (Sigma, 20 mM), LiCl (Sigma, 20 mM), XAV939 (APExBIO, 40 nM), 2-DG (APExBIO, 5 mM), H89 (APExBIO, 10 μM), STO-609 (MCE, 40 μM), Torin1 (APExBIO, 2 μM), MK2206 (APExBIO, 10 μM), IWP-L6 (APExBIO, 10 μM, 20 μM, 50 μM) and Compound C (APExBIO, 20 μM) were supplied to the treatment medium as indicated. The OGT-overexpressing adenovirus with HA tag (pADV-mCMV-OGT-HA-T2A-mCherry, Ad-HA-OGT) was obtained from OBiO Technology Co., Ltd. (Shanghai, China), and ST2 cells were infected with adenovirus at a confluence of about 70% for 24 h with a MOI of 40. For transient transfection, ST2 cells were transfected with a specific siRNA by means of Lipofectamine™ 3000 Transfection Reagent (Invitrogen) at ~70% confluence. All small interference RNAs (siRNAs) were synthesized by Hanbio Biotechnology Co., Ltd. (Shanghai, China). The siRNA sequences are shown in Appendix Table S3.

### Alkaline phosphatase (ALP) and Alizarin Red S (ARS) stains

ST2 cells were plated in 12-well plates, rinsed twice with chilled PBS, and fixed with 4% paraformaldehyde for 10 min. Subsequently, ALP and ARS stains were administered according to Beyotime (C3206, China) and Solarbio (1%, pH 4.2, G1452, China) kits, respectively. Cells were visualized with an Olympus system.

### RNA extraction and real-time quantitative PCR (RT-qPCR)

TRIzol reagent (Thermo Fisher Scientific) was used to extract total RNA. Extracted RNA was reverse transcribed into cDNA by reverse transcription kit (Vazyme, R223-01, China), followed by RT-qPCR using ChamQTM Universal SYBR® qPCR Master Mix kit (Vazyme, China). Primer sequences used are shown in Appendix Table S4. Using β-actin as a standard, the relative expression of target genes was evaluated by the 2^−ΔΔCt^ method.

### RNA sequencing

For RNA-Seq experiments, ST2 cells were treated with vehicle, OSMI (20 μM), or rhWnt3a (50 ng/ml) for 72 h before obtaining total RNA. Library construction and sequencing were accomplished by Novogene Co., Ltd. Differential expression analysis was run by the DESeq2 R package (1.20.0) with a threshold of *p* value < 0.05 and |log2(foldchange)| > 0.5. 

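The authors' deposited table carries a log2 fold change, a p-value and an adjusted p-value for each gene and comparison. At an unadjusted p under 0.05 and a log2 fold change beyond 0.5, the authors' deposited table gives 2431 genes for rhWnt3a against vehicle, 2460 for the addition of OSMI, and 801 in both, or 802 when the genes are matched by symbol. On its adjusted p, the authors' deposited table gives 1529, 1023 and 341. All but 2 of the 1230 genes called by edgeR with rhWnt3a and all 664 called with OSMI lie in the sets on unadjusted p from the authors' deposited table. Log2 fold changes correlated at 1.00 between the edgeR fit and the authors' deposited table in every comparison, over the genes with a value in both. DESeq2 run on the counts of all 9 libraries with adjusted p gave 1547 and 1289 genes and 400 in both, and 784 in both with unadjusted p.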

Gene Ontology (GO) enrichment analysis was performed by clusterProfiler R package (v4.8.3), and GSEA analysis was completed by the local version of the GSEA analysis tool (https://www.gsea-msigdb.org/gsea/index.jsp). All heatmaps were done through the pheatmap package (v1.0.12) in R software (v4.3.0).

### Western blot

The primary antibodies for western blot were listed below: anti-O-GlcNAc (RL2) (Abcam, ab2739, 1:1000), anti-β-Actin (Beyotime, AF5003, 1:1000), anti-GFAT1 (Abcam, ab125069, 1:1000), anti-OGT (Abcam, ab177941, 1:1000), anti-OGA (Abcam, ab124807, 1:1000), anti-HK2 (Cell Signaling Technology, #2867, 1:1000), anti-PFKFB3 (Abcam, ab06699, 1:1000), anti-PFK1 (Novus Biologicals, JU53-31, 1:1000), anti-PKM1/2 (Cell Signaling Technology, #3190, 1:1000), anti-LDHA (Proteintech, 19987-1-AP, 1:2000), anti-PDK1 (Enzo, ADI-KAP-PK112-D, 1:1000), anti-β-catenin (ZEN BIO, R23616, 1:500), anti-pCREB (Ser^133^) (Cell Signaling Technology, #9198, 1:1000), anti-pAMPKα (Thr^172^) (Cell Signaling Technology, #2531, 1:1000), anti-AMPKα (Cell Signaling Technology, #2532, 1:1000), anti-pAKT (Ser^473^) (Cell Signaling Technology, #9271, 1:1000), anti-CaMKKII (Proteintech, 11549-1-AP, 1:1000), anti-Flag (Sigma, F1804, 1:1000), anti-AKT (Cell Signaling Technology, #9272, 1:1000), anti-S6 (Cell Signaling Technology, #2217, 1:1000), anti-pS6 (Ser^240/244^) (Cell Signaling Technology, #5364, 1:1000), anti-Rictor (ZEN BIO, 220460, 1:500), anti-pPKC (Thr^638^) (ZEN BIO, R22939, 1:500), anti-Raptor (Cell Signaling Technology, #2280, 1:1000), anti-pRaptor (Ser^792)^ (Cell Signaling Technology, #2083, 1:1000), anti-Ubiquitin (Cell Signaling Technology, #43124, 1:1000). The next day, the PVDF membranes were incubated with Goat Anti-Rabbit IgG HandL (HRP) (Abcam, ab6721, 1:5000) or Goat Anti-Mouse IgG LCS (HRP) (Abbkine Scientific, A25012, 1:2000) secondary antibody for 1 h at room temperature. Blots were visualized using an ELC kit (Vazyme, E412-01, China) and captured by ChemiScope (Clinx, China). Protein was quantized by Image J software with β-Actin as the internal reference protein.

### Targeted metabonomics analysis

The Targeted metabonomics (important metabolites in the tricarboxylic acid cycle, glycolytic pathway, and oxidative phosphorylation processes) analysis was done by Shanghai Applied Protein Technology Co., Ltd. (Shanghai, China). Quantitative analysis was performed using MultiQuant or Analyst software.

### Glucose uptake and lactate production assay

After ST2 cells were treated for a specific time, a cell culture medium was collected for glucose and lactate assays. Concentration measurements were performed using glucose (Sigma, GAHK20) and lactate (Eton Biosciences, 1200011002) kits. Specific methods were described previously (You et al, 2022). Protein concentration was used for normalization.

### Seahorse assay

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) measurements were performed using the Seahorse XFe24 Analyzer (Agilent) according to the manufacturer’s operator’s manual. ST2 cells for the indicated treatments were seeded on 24-well Seahorse assay plates at a density of 40,000 cells/well. After 2 h, the cell medium was changed to Seahorse XF assay solution containing 5.5 mM glucose, 2 mM glutamine, 0.1 mM pyruvate, and 5 mM HEPES. For the Mito Stress experiment, the compounds added to the probe plate were Oligomycin (1.5 μM), Carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP) (1.5 μM), Rotenone (1 μM) and Antimycin (1 μM). Seahorse data analysis was performed using Agilent Seahorse Wave software.

### Intracellular Ca^2+^ signal detection

ST2 cells were incubated with 4 μM Fluo-4/AM (Shanghai Maokang Biotechnology Co, Ltd, MX4504) for 30 min at 37 °C after overnight serum starvation, then washed three times with Hanks’ buffer containing 20 mM Hepes (HHBS, w/o Ca^2+^, Mg^2+^) and incubated for 30 min, followed by fluorescence microscopy. rhWnt3a (50 ng/ml), ionomycin (1 μM), and corresponding vehicle were injected 2 min after the focus image. Time-lapse images were acquired every 3 s. Statistical analysis of intracellular Ca^2+^ signal fluorescence intensity using ImageJ.

### Co-immunoprecipitation

Protein A + G Agarose (Beyotime, P2012) was used following the producer’s instructions. For antibody conjugation, 1 μg of primary antibody was used for immunoprecipitation with slow shaking at 4 °C overnight. The conjugate primary antibodies used were as shown below: anti-O-GlcNAc (RL2) (Thermo Fisher Scientific, MA1-072), and anti-Flag (Thermo Fisher Scientific, F1804). Mouse IgG (Beyotime, A7028) was used as a control IgG.

### Prediction of PDK1 O-GlcNAcylation sites

PDK1 O-GlcNAcylation sites were predicted on the YinOYang - 1.2 website (https://services.healthtech.dtu.dk/services/YinOYang-1.2/).

### Generation of stable cell lines

HEK-293T cells were co-transfected with a lentiviral vector containing psPAX2 and pMD2.G using lipo8000 (Beyotime, C0533-0.5 ml). Viral supernatants were harvested at 48 and 72 h, filtered through a 0.45-μm filter (Millipore; SLHP033RS), and 8 μg/ml polybrene was added to infect ST2 cells. To obtain stable transient cell lines, cells were infected with lentivirus for 48 h and then screened with puromycin dihydrochloride (APExBIO, B7587) for 2 weeks. pLV[Exp]-Puro-EF1A>3xFLAG/mPdk1[NM_172665.5](ns)*:T2A:EGFP acquired from Vector Builder (VB220828-1259bcu). Site-specific mutagenesis of S174A was generated using the QuikChange® II XL mutagenesis kit (Agilent, #200522) following the instructions of the manufacturer.

### Determination of PDK1 half-life

Stable cell lines of PDK1 WT or S174A mutation were exposed to CHX for the indicated times (0, 2, 6, and 24 h) prior to protein harvest, and PDK1 protein levels were measured with anti-Flag antibody to calculate relative half-life.

### Statistical analysis

GraphPad Prism 8.0 was used for the analysis of the data. Data were given as mean ± standard deviation (SD). Quantitative data were calculated using two-tailed Student’s t-test, one-way ANOVA, or two-way ANOVA. The statistical significance was defined as *p* < 0.05.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Expanded View Figures

## Data Availability

RNA-seq data have been deposited at the Gene Expression Omnibus under accession code GSE251951. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00237-z.

## References

[CR1] Avila ME, Sepulveda FJ, Burgos CF, Moraga-Cid G, Parodi J, Moon RT, Aguayo LG, Opazo C, De Ferrari GV (2010) Canonical Wnt3a modulates intracellular calcium and enhances excitatory neurotransmission in hippocampal neurons. J Biol Chem 285:18939–1894720404321 10.1074/jbc.M110.103028PMC2881816

[CR2] Bacigalupa ZA, Bhadiadra CH, Reginato MJ (2018) O-GlcNAcylation: key regulator of glycolytic pathways. J Bioenerg Biomembr 50:189–19829344764 10.1007/s10863-018-9742-3PMC9386736

[CR3] Buse MG (2006) Hexosamines, insulin resistance, and the complications of diabetes: current status. Am J Physiol Endocrinol Metab 290:E1–E816339923 10.1152/ajpendo.00329.2005PMC1343508

[CR4] Caetano da Silva C, Ricquebourg M, Orcel P, Fabre S, Funck-Brentano T, Cohen-Solal M, Collet C (2021) More severe phenotype of early-onset osteoporosis associated with recessive form of LRP5 and combination with DKK1 or WNT3A. Mol Genet Genomic Med 9:e168133939331 10.1002/mgg3.1681PMC8222848

[CR5] Chatham JC, Zhang J, Wende AR (2021) Role of O-linked N-acetylglucosamine protein modification in cellular (patho)physiology. Physiol Rev 101:427–49332730113 10.1152/physrev.00043.2019PMC8428922

[CR6] Chaveroux C, Sarcinelli C, Barbet V, Belfeki S, Barthelaix A, Ferraro-Peyret C, Lebecque S, Renno T, Bruhat A, Fafournoux P et al (2016) Nutrient shortage triggers the hexosamine biosynthetic pathway via the GCN2-ATF4 signalling pathway. Sci Rep 6:2727827255611 10.1038/srep27278PMC4891703

[CR7] Chen H, Ji X, Lee WC, Shi Y, Li B, Abel ED, Jiang D, Huang W, Long F (2019) Increased glycolysis mediates Wnt7b-induced bone formation. FASEB J 33:7810–782130913395 10.1096/fj.201900201RRPMC6593878

[CR8] Collette NM, Yee CS, Hum NR, Murugesh DK, Christiansen BA, Xie L, Economides AN, Manilay JO, Robling AG, Loots GG (2016) Sostdc1 deficiency accelerates fracture healing by promoting the expansion of periosteal mesenchymal stem cells. Bone 88:20–3027102547 10.1016/j.bone.2016.04.005PMC6277141

[CR9] Dreyer T, Shah M, Doyle C, Greenslade K, Penney M, Creeke P, Kotian A, Ke HZ, Naidoo V, Holdsworth G (2021) Recombinant sclerostin inhibits bone formation in vitro and in a mouse model of sclerosteosis. J Orthop Translat 29:134–14234249611 10.1016/j.jot.2021.05.005PMC8239522

[CR10] Duan F, Wu H, Jia D, Wu W, Ren S, Wang L, Song S, Guo X, Liu F, Ruan Y et al (2018) O-GlcNAcylation of RACK1 promotes hepatocellular carcinogenesis. J Hepatol 68:1191–120229454068 10.1016/j.jhep.2018.02.003

[CR11] Eguchi S, Oshiro N, Miyamoto T, Yoshino K, Okamoto S, Ono T, Kikkawa U, Yonezawa K (2009) AMP-activated protein kinase phosphorylates glutamine: fructose-6-phosphate amidotransferase 1 at Ser243 to modulate its enzymatic activity. Genes Cells 14:179–18919170765 10.1111/j.1365-2443.2008.01260.x

[CR12] Erdem A, Marin S, Pereira-Martins DA, Cortes R, Cunningham A, Pruis MG, de Boer B, van den Heuvel FAJ, Geugien M, Wierenga ATJ et al (2022) The Glycolytic Gatekeeper PDK1 defines different metabolic states between genetically distinct subtypes of human acute myeloid leukemia. Nat Commun 13:110535232995 10.1038/s41467-022-28737-3PMC8888573

[CR13] Esen E, Chen J, Karner CM, Okunade AL, Patterson BW, Long F (2013) WNT-LRP5 signaling induces Warburg effect through mTORC2 activation during osteoblast differentiation. Cell Metab 17:745–75523623748 10.1016/j.cmet.2013.03.017PMC3653292

[CR14] Esen E, Lee SY, Wice BM, Long F (2015) PTH promotes bone anabolism by stimulating aerobic glycolysis via IGF signaling. J Bone Miner Res 30:1959–196825990470 10.1002/jbmr.2556PMC4825329

[CR15] Esen E, Long F (2014) Aerobic glycolysis in osteoblasts. Curr Osteoporos Rep 12:433–43825200872 10.1007/s11914-014-0235-yPMC4216598

[CR16] Feng G, Chang-Qing Z, Yi-Min C, Xiao-Lin L (2015) Systemic administration of sclerostin monoclonal antibody accelerates fracture healing in the femoral osteotomy model of young rats. Int Immunopharmacol 24:7–1325479724 10.1016/j.intimp.2014.11.010

[CR17] Gelinas R, Mailleux F, Dontaine J, Bultot L, Demeulder B, Ginion A, Daskalopoulos EP, Esfahani H, Dubois-Deruy E, Lauzier B et al (2018) AMPK activation counteracts cardiac hypertrophy by reducing O-GlcNAcylation. Nat Commun 9:37429371602 10.1038/s41467-017-02795-4PMC5785516

[CR18] Grewal SS, Fass DM, Yao H, Ellig CL, Goodman RH, Stork PJ (2000) Calcium and cAMP signals differentially regulate cAMP-responsive element-binding protein function via a Rap1-extracellular signal-regulated kinase pathway. J Biol Chem 275:34433–3444110950954 10.1074/jbc.M004728200

[CR19] Gu H, Song M, Boonanantanasarn K, Baek K, Woo KM, Ryoo HM, Baek JH (2018) Conditions inducing excessive O-GlcNAcylation inhibit BMP2-induced osteogenic differentiation of C2C12 cells. Int J Mol Sci 19:20229315243 10.3390/ijms19010202PMC5796151

[CR20] Holdsworth G, Greenslade K, Jose J, Stencel Z, Kirby H, Moore A, Ke HZ, Robinson MK (2018) Dampening of the bone formation response following repeat dosing with sclerostin antibody in mice is associated with up-regulation of Wnt antagonists. Bone 107:93–10329129759 10.1016/j.bone.2017.11.003

[CR21] Ke HZ, Richards WG, Li X, Ominsky MS (2012) Sclerostin and Dickkopf-1 as therapeutic targets in bone diseases. Endocr Rev 33:747–78322723594 10.1210/er.2011-1060

[CR22] Kim SH, Kim YH, Song M, An SH, Byun HY, Heo K, Lim S, Oh YS, Ryu SH, Suh PG (2007) O-GlcNAc modification modulates the expression of osteocalcin via OSE2 and Runx2. Biochem Biophys Res Commun 362:325–32917707335 10.1016/j.bbrc.2007.07.149

[CR23] Korvala J, Löija M, Mäkitie O, Sochett E, Jüppner H, Schnabel D, Mora S, Cole WG, Ala-Kokko L, Männikkö M (2012) Rare variations in WNT3A and DKK1 may predispose carriers to primary osteoporosis. Eur J Med Genet 55:515–51922789636 10.1016/j.ejmg.2012.06.011

[CR24] Koyama T, Kamemura K (2015) Global increase in O-linked N-acetylglucosamine modification promotes osteoblast differentiation. Exp Cell Res 338:194–20226302267 10.1016/j.yexcr.2015.08.009

[CR25] Lee SY, Abel ED, Long F (2018) Glucose metabolism induced by Bmp signaling is essential for murine skeletal development. Nat Commun 9:483130446646 10.1038/s41467-018-07316-5PMC6240091

[CR26] Lee SY, Long F (2018) Notch signaling suppresses glucose metabolism in mesenchymal progenitors to restrict osteoblast differentiation. J Clin Invest 128:5573–558630284985 10.1172/JCI96221PMC6264656

[CR27] Lee WC, Guntur AR, Long F, Rosen CJ (2017) Energy metabolism of the osteoblast: implications for osteoporosis. Endocr Rev 38:255–26628472361 10.1210/er.2017-00064PMC5460680

[CR28] Lei Y, Chen T, Li Y, Shang M, Zhang Y, Jin Y, Yu Q, Guo F, Wang T (2020) O-GlcNAcylation of PFKFB3 is required for tumor cell proliferation under hypoxia. Oncogenesis 9:2132060258 10.1038/s41389-020-0208-1PMC7021673

[CR29] Lewiecki EM (2014) Role of sclerostin in bone and cartilage and its potential as a therapeutic target in bone diseases. Ther Adv Musculoskelet Dis 6:48–5724688605 10.1177/1759720X13510479PMC3956136

[CR30] Li MD, Ruan HB, Hughes ME, Lee JS, Singh JP, Jones SP, Nitabach MN, Yang X (2013) O-GlcNAc signaling entrains the circadian clock by inhibiting BMAL1/CLOCK ubiquitination. Cell Metab 17:303–31023395176 10.1016/j.cmet.2012.12.015PMC3647362

[CR31] Li Y, Wang L, Liu J, Zhang P, An M, Han C, Li Y, Guan X, Zhang K (2017) O-GlcNAcylation modulates Bmi-1 protein stability and potential oncogenic function in prostate cancer. Oncogene 36:6293–630528714959 10.1038/onc.2017.223

[CR32] Li YN, Chen CW, Trinh-Minh T, Zhu H, Matei AE, Gyorfi AH, Kuwert F, Hubel P, Ding X, Manh CT et al (2022) Dynamic changes in O-GlcNAcylation regulate osteoclast differentiation and bone loss via nucleoporin 153. Bone Res 10:5135879285 10.1038/s41413-022-00218-9PMC9314416

[CR33] Liu B, Huang ZB, Chen X, See YX, Chen ZK, Yao HK (2019) Mammalian target of rapamycin 2 (MTOR2) and C-MYC modulate glucosamine-6-phosphate synthesis in glioblastoma (GBM) cells through glutamine: fructose-6-phosphate aminotransferase 1 (GFAT1). Cell Mol Neurobiol 39:415–43430771196 10.1007/s10571-019-00659-7PMC11469801

[CR34] Liu Y, Rui Y, Cheng TY, Huang S, Xu L, Meng F, Lee WY, Zhang T, Li N, Li C et al (2016) Effects of sclerostin antibody on the healing of femoral fractures in ovariectomised rats. Calcif Tissue Int 98:263–27426603303 10.1007/s00223-015-0085-3

[CR35] Long F (2011) Building strong bones: molecular regulation of the osteoblast lineage. Nat Rev Mol Cell Biol 13:27–3822189423 10.1038/nrm3254

[CR36] Ma J, Wu C, Hart GW (2021) Analytical and biochemical perspectives of protein O-GlcNAcylation. Chem Rev 121:1513–158133416322 10.1021/acs.chemrev.0c00884

[CR37] Manzari B, Kudlow JE, Fardin P, Merello E, Ottaviano C, Puppo M, Eva A, Varesio L (2007) Induction of macrophage glutamine: fructose-6-phosphate amidotransferase expression by hypoxia and by picolinic acid. Int J Immunopathol Pharmacol 20:47–5817346427 10.1177/039463200702000106

[CR38] Marshall S, Bacote V, Traxinger RR (1991) Discovery of a metabolic pathway mediating glucose-induced desensitization of the glucose transport system. Role of hexosamine biosynthesis in the induction of insulin resistance. J Biol Chem 266:4706–47122002019

[CR39] Marshall S, Nadeau O, Yamasaki K (2004) Dynamic actions of glucose and glucosamine on hexosamine biosynthesis in isolated adipocytes: differential effects on glucosamine 6-phosphate, UDP-N-acetylglucosamine, and ATP levels. J Biol Chem 279:35313–3531915199059 10.1074/jbc.M404133200

[CR40] Moloughney JG, Kim PK, Vega-Cotto NM, Wu CC, Zhang S, Adlam M, Lynch T, Chou PC, Rabinowitz JD, Werlen G et al (2016) mTORC2 responds to glutamine catabolite levels to modulate the hexosamine biosynthesis enzyme GFAT1. Mol Cell 63:811–82627570073 10.1016/j.molcel.2016.07.015PMC5006067

[CR41] Moloughney JG, Vega-Cotto NM, Liu S, Patel C, Kim PK, Wu CC, Albaciete D, Magaway C, Chang A, Rajput S et al (2018) mTORC2 modulates the amplitude and duration of GFAT1 Ser-243 phosphorylation to maintain flux through the hexosamine pathway during starvation. J Biol Chem 293:16464–1647830201609 10.1074/jbc.RA118.003991PMC6200946

[CR42] Mouilleron S, Badet-Denisot MA, Golinelli-Pimpaneau B (2008) Ordering of C-terminal loop and glutaminase domains of glucosamine-6-phosphate synthase promotes sugar ring opening and formation of the ammonia channel. J Mol Biol 377:1174–118518295797 10.1016/j.jmb.2008.01.077

[CR43] Nagel AK, Ball LE (2014) O-GlcNAc modification of the runt-related transcription factor 2 (Runx2) links osteogenesis and nutrient metabolism in bone marrow mesenchymal stem cells. Mol Cell Proteomics 13:3381–339525187572 10.1074/mcp.M114.040691PMC4256491

[CR44] Nagel AK, Schilling M, Comte-Walters S, Berkaw MN, Ball LE (2013) Identification of O-linked N-acetylglucosamine (O-GlcNAc)-modified osteoblast proteins by electron transfer dissociation tandem mass spectrometry reveals proteins critical for bone formation. Mol Cell Proteomics 12:945–95523443134 10.1074/mcp.M112.026633PMC3617341

[CR45] Ni Q, Ganesan A, Aye-Han NN, Gao X, Allen MD, Levchenko A, Zhang J (2011) Signaling diversity of PKA achieved via a Ca^2+^-cAMP-PKA oscillatory circuit. Nat Chem Biol 7:34–4021102470 10.1038/nchembio.478PMC3073414

[CR46] Nian F, Qian Y, Xu F, Yang M, Wang H, Zhang Z (2022) LDHA promotes osteoblast differentiation through histone lactylation. Biochem Biophys Res Commun 615:31–3535605402 10.1016/j.bbrc.2022.05.028

[CR47] Nie H, Ju H, Fan J, Shi X, Cheng Y, Cang X, Zheng Z, Duan X, Yi W (2020) O-GlcNAcylation of PGK1 coordinates glycolysis and TCA cycle to promote tumor growth. Nat Commun 11:3631911580 10.1038/s41467-019-13601-8PMC6946671

[CR48] Nie X, Wang H, Wei X, Li L, Xue T, Fan L, Ma H, Xia Y, Wang YD, Chen WD (2022) LRP5 promotes gastric cancer via activating canonical Wnt/beta-catenin and glycolysis pathways. Am J Pathol 192:503–51734896072 10.1016/j.ajpath.2021.11.007

[CR49] Oki T, Yamazaki K, Kuromitsu J, Okada M, Tanaka I (1999) cDNA cloning and mapping of a novel subtype of glutamine:fructose-6-phosphate amidotransferase (GFAT2) in human and mouse. Genomics 57:227–23410198162 10.1006/geno.1999.5785

[CR50] Ominsky MS, Boyce RW, Li X, Ke HZ (2017) Effects of sclerostin antibodies in animal models of osteoporosis. Bone 96:63–7527789417 10.1016/j.bone.2016.10.019

[CR51] Park J, Han D, Kim K, Kang Y, Kim Y (2009) O-GlcNAcylation disrupts glyceraldehyde-3-phosphate dehydrogenase homo-tetramer formation and mediates its nuclear translocation. Biochim Biophys Acta 1794:254–26219022411 10.1016/j.bbapap.2008.10.003

[CR52] Pate KT, Stringari C, Sprowl-Tanio S, Wang K, TeSlaa T, Hoverter NP, McQuade MM, Garner C, Digman MA, Teitell MA et al (2014) Wnt signaling directs a metabolic program of glycolysis and angiogenesis in colon cancer. EMBO J 33:1454–147324825347 10.15252/embj.201488598PMC4194089

[CR53] Qu F, Wang J, Xu N, Liu C, Li S, Wang N, Qi W, Li H, Li C, Geng Z et al (2013) WNT3A modulates chondrogenesis via canonical and non-canonical Wnt pathways in MSCs. Front Biosci 18:493–50310.2741/411623276938

[CR54] Regan JN, Lim J, Shi Y, Joeng KS, Arbeit JM, Shohet RV, Long F (2014) Up-regulation of glycolytic metabolism is required for HIF1alpha-driven bone formation. Proc Natl Acad Sci USA 111:8673–867824912186 10.1073/pnas.1324290111PMC4060724

[CR55] Rodda SJ, McMahon AP (2006) Distinct roles for Hedgehog and canonical Wnt signaling in specification, differentiation and maintenance of osteoblast progenitors. Development 133:3231–324416854976 10.1242/dev.02480

[CR56] Ruegenberg S, Horn M, Pichlo C, Allmeroth K, Baumann U, Denzel MS (2020) Loss of GFAT-1 feedback regulation activates the hexosamine pathway that modulates protein homeostasis. Nat Commun 11:68732019926 10.1038/s41467-020-14524-5PMC7000685

[CR57] Ruegenberg S, Mayr F, Atanassov I, Baumann U, Denzel MS (2021) Protein kinase A controls the hexosamine pathway by tuning the feedback inhibition of GFAT-1. Nat Commun 12:217633846315 10.1038/s41467-021-22320-yPMC8041777

[CR58] Sayeski PP, Wang D, Su K, Han IO, Kudlow JE (1997) Cloning and partial characterization of the mouse glutamine:fructose-6-phosphate amidotransferase (GFAT) gene promoter. Nucleic Acids Res 25:1458–14669060444 10.1093/nar/25.7.1458PMC146605

[CR59] Shafi R, Iyer SP, Ellies LG, O’Donnell N, Marek KW, Chui D, Hart GW, Marth JD (2000) The O-GlcNAc transferase gene resides on the X chromosome and is essential for embryonic stem cell viability and mouse ontogeny. Proc Natl Acad Sci USA 97:5735–573910801981 10.1073/pnas.100471497PMC18502

[CR60] Takubo K, Nagamatsu G, Kobayashi CI, Nakamura-Ishizu A, Kobayashi H, Ikeda E, Goda N, Rahimi Y, Johnson RS, Soga T et al (2013) Regulation of glycolysis by Pdk functions as a metabolic checkpoint for cell cycle quiescence in hematopoietic stem cells. Cell Stem Cell 12:49–6123290136 10.1016/j.stem.2012.10.011PMC6592822

[CR61] Velázquez-Cruz R, García-Ortiz H, Castillejos-López M, Quiterio M, Valdés-Flores M, Orozco L, Villarreal-Molina T, Salmerón J (2014) WNT3A gene polymorphisms are associated with bone mineral density variation in postmenopausal mestizo women of an urban Mexican population: findings of a pathway-based high-density single nucleotide screening. Age 36:963524584697 10.1007/s11357-014-9635-2PMC4082595

[CR62] Wang ZV, Deng Y, Gao N, Pedrozo Z, Li DL, Morales CR, Criollo A, Luo X, Tan W, Jiang N et al (2014) Spliced X-box binding protein 1 couples the unfolded protein response to hexosamine biosynthetic pathway. Cell 156:1179–119224630721 10.1016/j.cell.2014.01.014PMC3959665

[CR63] Warburg O (1956) On the origin of cancer cells. Science 123:309–31413298683 10.1126/science.123.3191.309

[CR64] Wei J, Shimazu J, Makinistoglu MP, Maurizi A, Kajimura D, Zong H, Takarada T, Lezaki T, Pessin JE, Hinoi E et al (2015) Glucose uptake and Runx2 synergize to orchestrate osteoblast differentiation and bone formation. Cell 161:1576–159126091038 10.1016/j.cell.2015.05.029PMC4475280

[CR65] Weng Y, Wang Z, Fukuhara Y, Tanai A, Ikegame M, Yamada D, Takarada T, Izawa T, Hayano S, Yoshida K et al (2021) O-GlcNAcylation drives calcium signaling toward osteoblast differentiation: a bioinformatics-oriented study. Biofactors 47:992–101534418170 10.1002/biof.1774

[CR66] Yang X, Qian K (2017) Protein O-GlcNAcylation: emerging mechanisms and functions. Nat Rev Mol Cell Biol 18:452–46528488703 10.1038/nrm.2017.22PMC5667541

[CR67] Yang YY, Zhou YM, Xu JZ, Sun LH, Tao B, Wang WQ, Wang JQ, Zhao HY, Liu JM (2021) Lgr4 promotes aerobic glycolysis and differentiation in osteoblasts via the canonical Wnt/beta-catenin pathway. J Bone Miner Res 36:1605–162033950533 10.1002/jbmr.4321

[CR68] Yee CS, Xie L, Hatsell S, Hum N, Murugesh D, Economides AN, Loots GG, Collette NM (2016) Sclerostin antibody treatment improves fracture outcomes in a Type I diabetic mouse model. Bone 82:122–13425952969 10.1016/j.bone.2015.04.048PMC4635060

[CR69] Yi W, Clark PM, Mason DE, Keenan MC, Hill C, Goddard 3rd WA, Peters EC, Driggers EM, Hsieh-Wilson LC (2012) Phosphofructokinase 1 glycosylation regulates cell growth and metabolism. Science 337:975–98022923583 10.1126/science.1222278PMC3534962

[CR70] Ying H, Kimmelman AC, Lyssiotis CA, Hua S, Chu GC, Fletcher-Sananikone E, Locasale JW, Son J, Zhang H, Coloff JL et al (2012) Oncogenic Kras maintains pancreatic tumors through regulation of anabolic glucose metabolism. Cell 149:656–67022541435 10.1016/j.cell.2012.01.058PMC3472002

[CR71] You C, Sun Q, Zhang M, Wei Q, Shi Y (2022) The alignment of the substrate nanofibers directing cellular energy metabolism. Colloid and Interface Science Communications 50

[CR72] Zhang Z, Huang Z, Awad M, Elsalanty M, Cray J, Ball LE, Maynard JC, Burlingame AL, Zeng H, Mansky KC et al (2023) O-GlcNAc glycosylation orchestrates fate decision and niche function of bone marrow stromal progenitors. Elife 12:e8546436861967 10.7554/eLife.85464PMC10032655

[CR73] Zhou J, Huynh QK, Hoffman RT, Crook ED, Daniels MC, Gulve EA, McClain DA (1998) Regulation of glutamine:fructose-6-phosphate amidotransferase by cAMP-dependent protein kinase. Diabetes 47:1836–18409836513 10.2337/diabetes.47.12.1836

[CR74] Zibrova D, Vandermoere F, Goransson O, Peggie M, Marino KV, Knierim A, Spengler K, Weigert C, Viollet B, Morrice NA et al (2017) GFAT1 phosphorylation by AMPK promotes VEGF-induced angiogenesis. Biochem J 474:983–100128008135 10.1042/BCJ20160980

# Supplementary material for: O-GlcNAcylation mediates Wnt-stimulated bone formation by rewiring aerobic glycolysis
**Source:** EMBO Rep. 2024 Sep 10;25(10):4465–87. doi: 10.1038/s44319-024-00237-z
**Supplement:** Supplementary file 1 — Appendix

**Appendix for: O-GlcNAcylation mediates Wnt-stimulated bone formation by  
rewiring aerobic glycolysis**

## Table of Contents

|                                           |   |
|-------------------------------------------|---|
| Appendix Table S1. Related to Fig. 3..... | 2 |
| Appendix Table S2. Related to Fig. 3..... | 2 |
| Appendix Table S3 .....                   | 3 |
| Appendix Table S4 .....                   | 4 |

### Appendix Table S1. Related to Fig. 3.

#### $\mu$ CT analyses of distal metaphysis of the femurs

| Group         | BV/TV (%)           | Tb.N (1/mm)        | Tb.Th (mm)           | Tb.Sp (mm)        |
|---------------|---------------------|--------------------|----------------------|-------------------|
| Ctrl+PBS      | 22.50 $\pm$ 5.34    | 5.48 $\pm$ 0.21    | 0.06 $\pm$ 0.008     | 0.18 $\pm$ 0.009  |
| OgtCKO+PBS    | 10.14 $\pm$ 2.11*   | 3.93 $\pm$ 0.71*   | 0.044 $\pm$ 0.004    | 0.26 $\pm$ 0.059* |
| Ctrl+Scl-Ab   | 43.35 $\pm$ 6.52**  | 6.67 $\pm$ 0.36**  | 0.08 $\pm$ 0.009**   | 0.13 $\pm$ 0.013  |
| OgtCKO+Scl-Ab | 26.62 $\pm$ 1.82*** | 5.54 $\pm$ 0.30*** | 0.066 $\pm$ 0.007*** | 0.17 $\pm$ 0.011  |

Data are shown as mean  $\pm$  SD, n=5.

BV/TV = bone volume over tissue volume; Tb.N = trabecular number; Tb.h = trabecular thickness; Tb.Sp = trabecular space. Data acquired from 100  $\mu$ CT slices (1.31 mm) immediately below the distal femoral growth plate. \*p<0.05, OgtCKO+PBS versus Ctrl+PBS; \*\*p<0.05, Ctrl+Scl-Ab versus Ctrl+PBS; \*\*\*p<0.05, OgtCKO+Scl-Ab versus Ctrl+Scl-Ab, two-way ANOVA followed by Tukey's multiple comparisons test.

### Appendix Table S2. Related to Fig. 3.

#### $\mu$ CT analyses of diaphyseal cortical bone of the femurs

| Group         | Ct.Th (mm)          | Tt.Ar (mm <sup>2</sup> ) | Ct.Ar (mm <sup>2</sup> ) | Ct.Ar/Tt.Ar (%)     |
|---------------|---------------------|--------------------------|--------------------------|---------------------|
| Ctrl+PBS      | 0.15 $\pm$ 0.014    | 1.60 $\pm$ 0.19          | 0.62 $\pm$ 0.087         | 38.39 $\pm$ 1.63    |
| OgtCKO+PBS    | 0.11 $\pm$ 0.016*   | 1.31 $\pm$ 0.099*        | 0.41 $\pm$ 0.062*        | 31.12 $\pm$ 3.23*   |
| Ctrl+Scl-Ab   | 0.21 $\pm$ 0.008**  | 1.92 $\pm$ 0.20**        | 0.90 $\pm$ 0.10**        | 46.93 $\pm$ 0.94**  |
| OgtCKO+Scl-Ab | 0.11 $\pm$ 0.011*** | 1.43 $\pm$ 0.13***       | 0.45 $\pm$ 0.055***      | 31.30 $\pm$ 2.01*** |

Data are shown as mean  $\pm$  SD, n=5. Ct.Th = cortical thickness; Tt.Ar = total area; Ct.Ar = cortical area; Ct.Ar/Tt.Ar = cortical area over total area. Data acquired from 50  $\mu$ CT slices (0.655 mm) of the mid-diaphyseal of the femur. \*p<0.05, OgtCKO+PBS versus Ctrl+PBS; \*\*p<0.05, Ctrl+Scl-Ab versus Ctrl+PBS; \*\*\*p<0.05, OgtCKO+Scl-Ab versus Ctrl+Scl-Ab, two-way ANOVA followed by Tukey's multiple comparisons test.

## Appendix Table S3

### siRNA sequences

| Gene name              |            | sequence (5' to 3')     |
|------------------------|------------|-------------------------|
| siNC                   | sense      | UUCUCCGAACGUGUCACGUTT   |
| siNC                   | anti-sense | ACGUGACACGUUCGGAGAATT   |
| siGfat1                | sense      | GGAAUCUUGCCAAAUCUGUTT   |
| siGfat1                | anti-sense | ACAGAUUUGGCAAGAUUCCTT   |
| siOgt                  | sense      | GCUGAUGUCUGCCUGGAUAdTdT |
| siOgt                  | anti-sense | UAUCCAGGCAGACAUCAGCdTdT |
| siOga                  | sense      | GCUGCACGAGAAUAUGAAAdTdT |
| siOga                  | anti-sense | UUUCAUAUUCUCGUGCAGCdTdT |
| si- $\beta$ -catenin#1 | sense      | CAGUUGUCAAUUUGAUUAATT   |
| si- $\beta$ -catenin#1 | anti-sense | UUAUAUCAAUUGACAACUGTT   |
| si- $\beta$ -catenin#3 | sense      | GGGCAGUAUGCAAUGACUATT   |
| si- $\beta$ -catenin#3 | anti-sense | UAGUCAUUGCAUACUGCCCTT   |
| siHK2                  | sense      | GGACAGAACAUGGCGAGUUTT   |
| siHK2                  | anti-sense | AACUCGCCAUGUUCUGUCCTT   |

## Appendix Table S4

### Primer sequences.

| Gene name      |         | sequence (5' to 3')     |
|----------------|---------|-------------------------|
| <i>β-actin</i> | Forward | AGATGTGGATCAGCAAGCAG    |
|                | Reverse | GCGCAAGTTAGGTTTTGTCA    |
| <i>Alpl</i>    | Forward | CCAACTCTTTTGTGCCAGAGA   |
|                | Reverse | GGCTACATTGGTGTTGAGCTTTT |
| <i>Bglap</i>   | Forward | CCAACCGAGTCATTTAAGGCT   |
|                | Reverse | GCTCACGTCGCTCATCTTG     |
| <i>Ogt</i>     | Forward | TCCTGATTTGTACTGTGTTCGC  |
|                | Reverse | AAGCTACTGCAAAGTTCGGTT   |
| <i>Gfat1</i>   | Forward | TGGTGTGCGGAGTGAACATAA   |
|                | Reverse | GTGTGCTCTATCACGGCACTT   |
| <i>Hk2</i>     | Forward | CTAAGGGGTTCAAGTCCAGTGG  |
|                | Reverse | AGACCAATCTCGCAGTTCTGA   |
| <i>Runx2</i>   | Forward | CCAACCGAGTCATTTAAGGCT   |
|                | Reverse | GCTCACGTCGCTCATCTTG     |
| <i>Sp7</i>     | Forward | CCCTTCTCAAGCACCAATGG    |
|                | Reverse | AAGGGTGGGTAGTCATTTGCATA |
| <i>Ibsp</i>    | Forward | CAGAGGAGGCAAGCGTCACT    |
|                | Reverse | GCTGTCTGGGTGCCAACACT    |

# Supplementary material for: O-GlcNAcylation mediates Wnt-stimulated bone formation by rewiring aerobic glycolysis
**Source:** EMBO Rep. 2024 Sep 10;25(10):4465–87. doi: 10.1038/s44319-024-00237-z
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

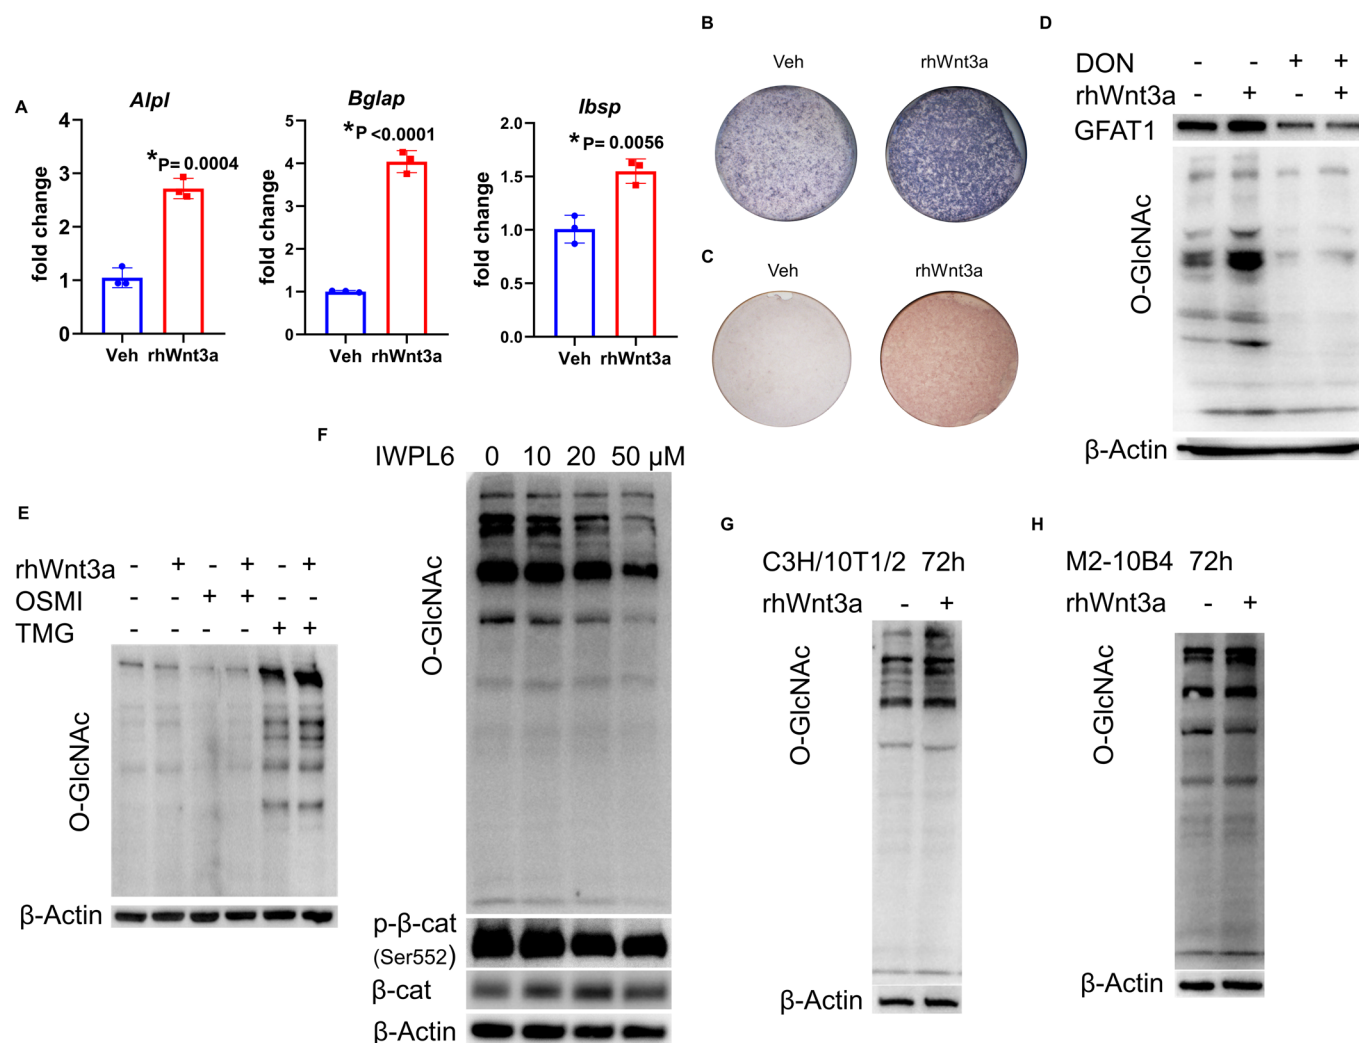

**Figure EV1. Wnt3a increases protein O-GlcNAcylation that mediates Wnt-induced osteogenesis in vitro.**

(related to Figs. 1 and 2) (A) ST2 cells were treated with 50 ng/ml rhWnt3a for 3 days and relative expression of osteogenic genes was tested by qPCR. Each dot represented one single experiment. Error bars: mean ± SD. \* $p < 0.05$ ;  $n = 3$ , biological replicates (two-tailed Student's  $t$ -test). (B) ALP staining, and (C) Alizarin red S staining were performed after rhWnt3a treatment for 3 days and 14 days, respectively. (D) ST2 were pretreated with GFAT antagonist DON for 6 h and then administrated with rhWnt3a for 2 days. GFAT1 and O-GlcNAc levels were detected by Western blotting. (E) ST2 were pretreated with OGT and OGA inhibitors, OSMI and TMG, respectively for 6 h and then administrated with rhWnt3a for 2 days. O-GlcNAc levels are detected by Western blotting. (F) ST2 cells were pretreated with IWPL6 for 2 days, and O-GlcNAc, phospho-β-catenin(Ser<sup>552</sup>) and total β-catenin levels were detected by Western blotting. (G, H) O-GlcNAcylation expression levels of total proteins in C3H/10T1/2 and M2-10B4 cells after 72 h induction by rhWnt3a.

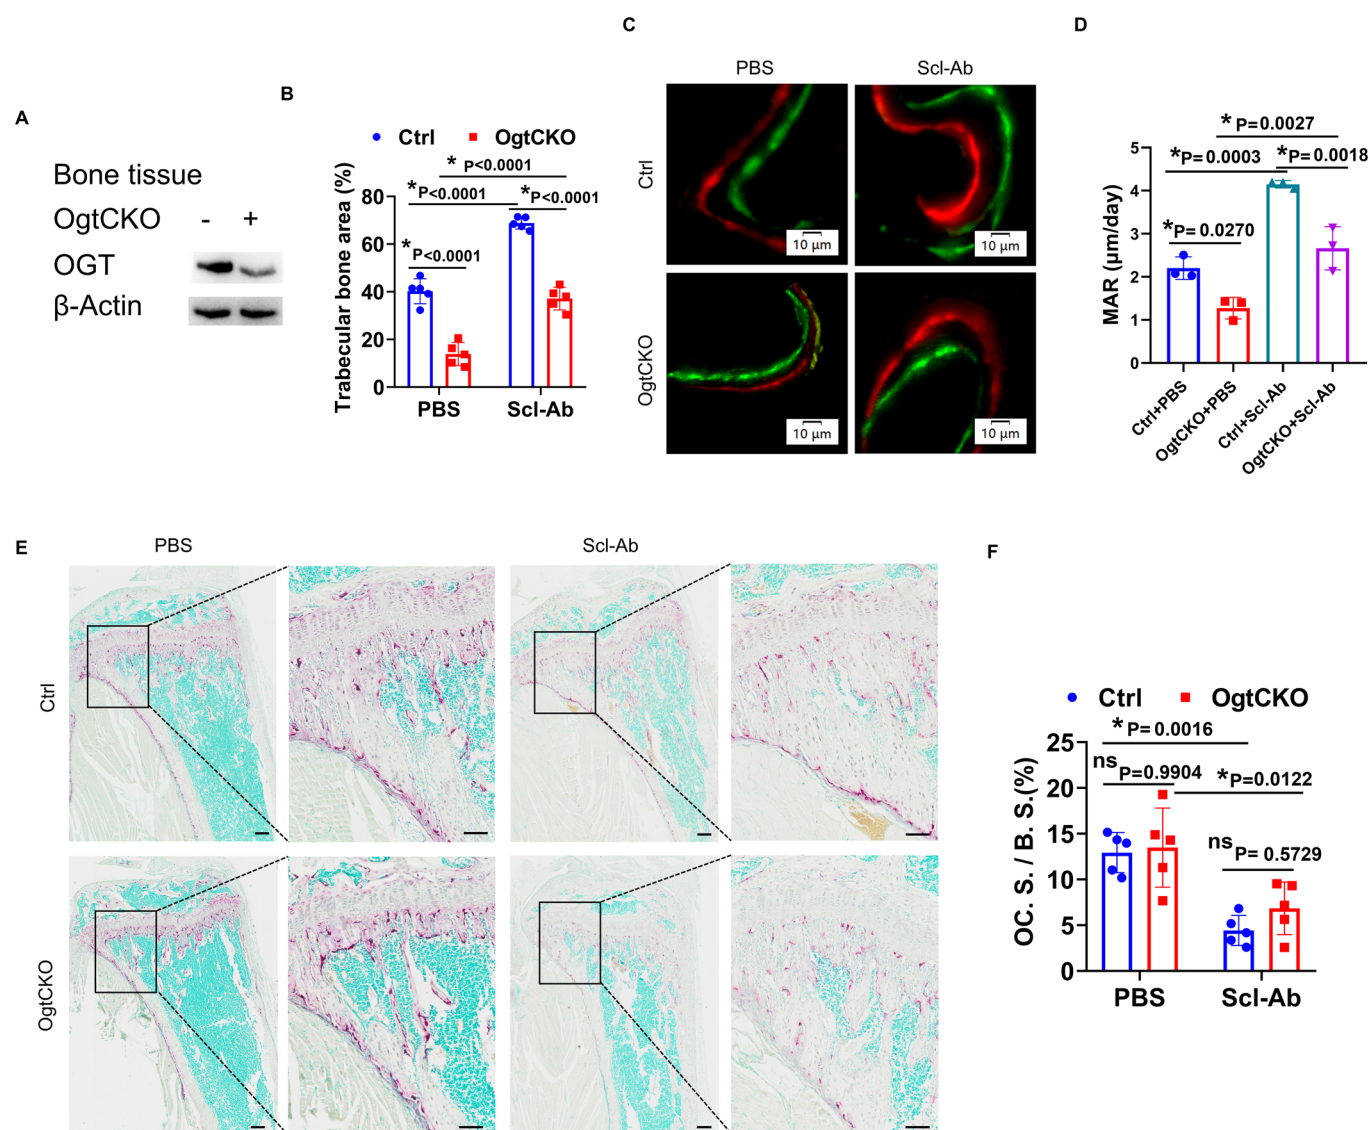

**Figure EV2. Deletion of O-GlcNAcylation in osteoblast-lineage cells diminishes Wnt-induced bone formation.**

(related to Fig. 3) (A) An examination of OGT protein was conducted in femoral and tibial diaphysis tissues from Ctrl mice and OgtCKO mice. (B) Quantification of proximal tibial trabeculae in Fig. 3H. (C) Representative images of calcein-alizarin red double labeling in the trabecular bone of femurs. Scale bar, 10  $\mu$ m. (D) The quantification of the Mineral Apposition Rate (MAR) of trabecular bone is shown. (E) TRAP staining for the tibia from Ctrl or OgtCKO mice with or without Scl-Ab injection, scale bar, 200  $\mu$ m. Boxed area is shown at a high magnification to the right, scale bar, 100  $\mu$ m. (F) Osteoclast (TRAP-positive multinucleated cells) surface normalized to bone surface (OC. S./B. S.) is shown. The ROI was around 0.09 mm<sup>2</sup> region (300  $\times$  300  $\mu$ m) underneath the growth plate. Each dot represented one animal. Error bars: mean  $\pm$  SD. \* $p < 0.05$ , ANOVA followed by Tukey's multiple comparisons test.

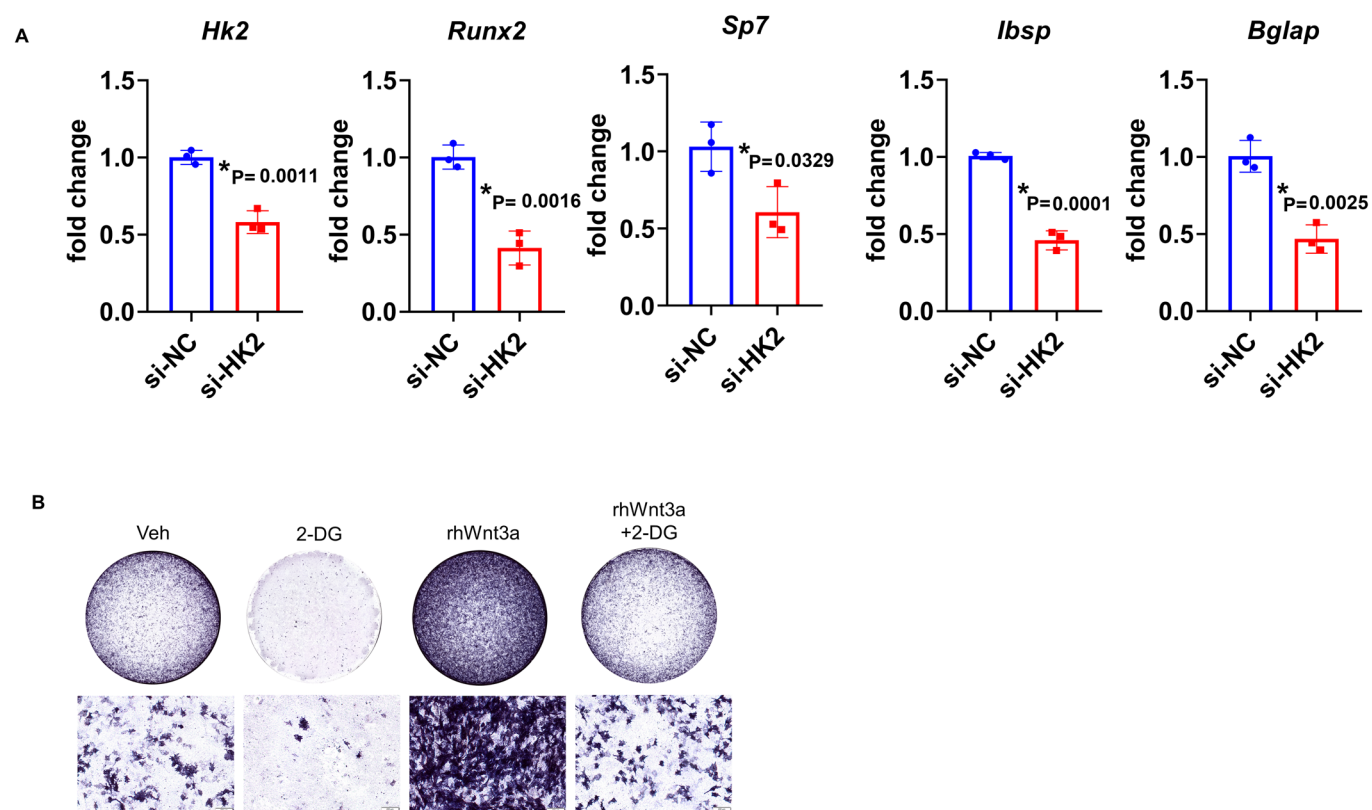

**Figure EV3. O-GlcNAcylation is indispensable for Wnt3a-increased aerobic glycolysis.**

(related to Figs. 5 and 8) (A) Osteoblastic gene detection by qPCR in the absence of HK2. Each dot represented one single experiment. Error bars: mean  $\pm$  SD. \* $p < 0.05$ ;  $n = 3$  (two-tailed Student's  $t$ -test). (B) ST2 cells were pretreated with 2-DG for 1 day and then exposed to rhWnt3a for 3 additional days. Then ALP staining was performed.

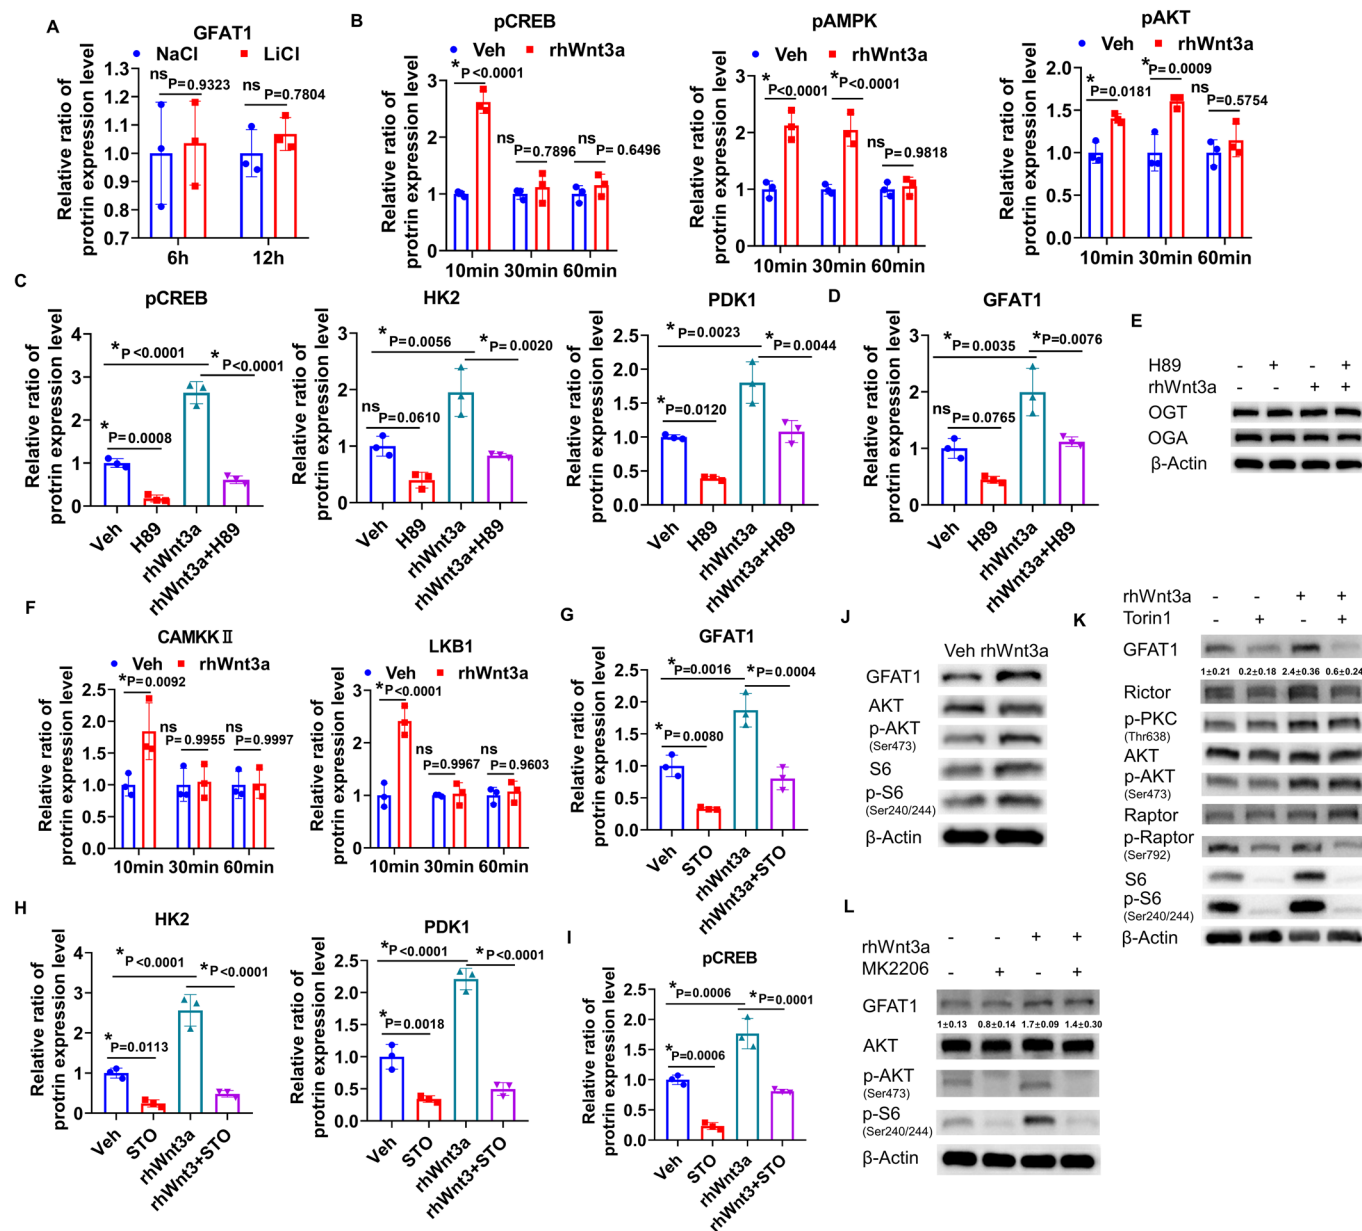

**Figure EV4. Wnt rapidly increases O-GlcNAcylation via the  $\text{Ca}^{2+}$ -PKA-GFAT1 axis.**

(related to Fig. 7) (A) Quantification of GFAT1 protein shown in Fig. 7A. (B) Quantification of pCREB, pAMPK, and pAKT proteins shown in Fig. 7B. (C) Quantification of pCREB, HK2, and PDK1 proteins shown in Fig. 7C. (D) Quantification of GFAT1 protein shown in Fig. 7D. (E) ST2 cells were treated with rhWnt3a, H89, or both for 6 h. OGT and OGA expression levels were detected. (F) Quantification of CAMKKII and LKB1 proteins shown in Fig. 7F. (G) Quantification of GFAT1 protein shown in Fig. 7G. (H) Quantification of HK2 and PDK1 proteins shown in Fig. 7H. (I) Quantification of pCREB protein shown in Fig. 7I. (J) The mTOR downstream targets expression in response to rhWnt3a. (K) The mTOR inhibition decreases GFAT1 protein level. (L) The GFAT1 expression detection after the mTORC2 inhibition. All data are shown as mean  $\pm$  SD,  $n = 3$ , biological replicates. \* $p < 0.05$ , (A, B, F) two-way ANOVA followed by Sidak's multiple comparisons test, (C, D, G, H and I) one-way ANOVA followed by Tukey's multiple comparisons test.

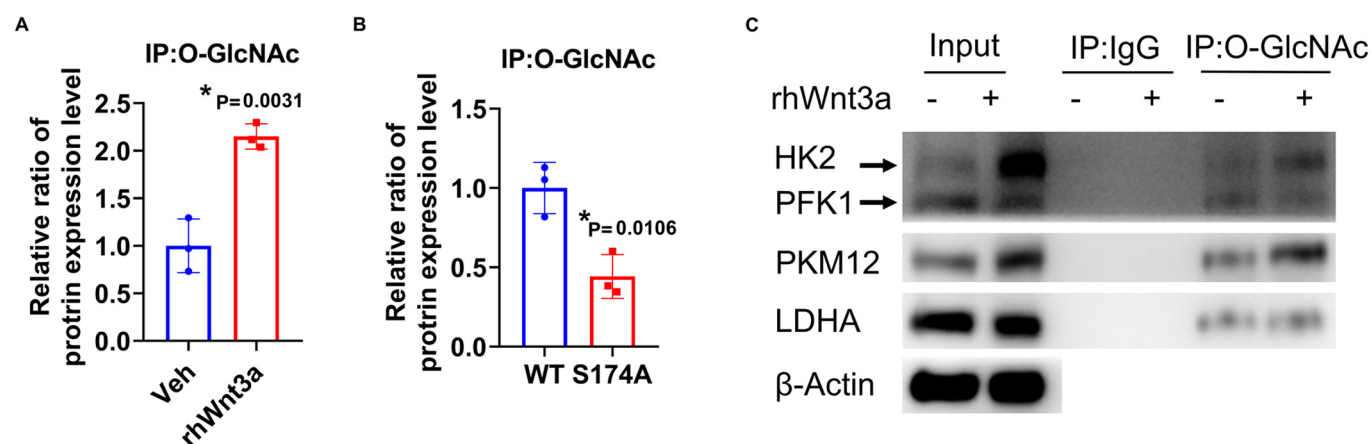

**Figure EV5. O-GlcNAcylation on the Ser<sup>174</sup> site stabilizes PDK1 and facilitates Wnt3a-induced osteogenesis.**

(related to Fig. 8) (A) Quantification of the IPed O-GlcNAc protein in Fig. 8B. (B) Quantification of the IPed O-GlcNAc protein in Fig. 8E. (C) Immunoprecipitation with endogenous O-GlcNAc and detection with HK2, PFK1, PKM12, and LDHA, respectively. Error bars: mean  $\pm$  SD. \* $p < 0.05$ ;  $n = 3$ , biological replicates (two-tailed Student's t-test).

How the deposited data were processed for this re-analysis (not part of the article)

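Messenger RNA of ST2 cells was measured in 9 libraries, 3 each of cells kept for 72 h with vehicle, with 50 ng/ml rhWnt3a, or with rhWnt3a and 20 µM OSMI. The third group was taken as rhWnt3a with OSMI because the sample titles and the paper's results say so, while a treatment label and the sentence on RNA-Seq in the Methods name OSMI alone. The authors had the libraries made and sequenced by Novogene from poly-A selected RNA. The paper and the sample descriptions were searched for the aligner, the counting program, the strandedness of the libraries and the annotation, and their text states none of these. Gene coordinates in the deposited table are those of GRCm38: of its 54532 genes, 54409 occur in GENCODE M21 and 53499 of them have the same start and end there.

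The authors deposited a single table of 43 columns, of which 35 were used. For each library it gives the count of reads per gene, whole numbers that the authors left without normalization. The deposited FPKM values are, per library, the counts divided by the gene length in the table and by a library total, and this total, worked out from the values, differs from the sum of the counts by −4.26% to 5.32%. The log2 fold changes in the deposited table are ratios of group means from the DESeq2 comparisons that the authors ran for each pair of groups. The p-values in the deposited table come from the same comparisons, each with a value adjusted for multiple testing by the authors. All per-sample columns were used. Columns with gene descriptions and other annotation were not used here.

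The summed counts were 16417002, 16591815 and 17583945 in vehicle replicates 1 to 3, 16811833, 17393439 and 17061946 with rhWnt3a, and 16135898, 17022987 and 16713202 with rhWnt3a and OSMI. At this depth 3 counts, taken as the lowest level that can be told from no expression, correspond to 0.176 to 0.181 CPM. Folds against a group with 3 counts or fewer in each library are given as lower limits from this level. The spread between replicates exceeded counting error, with a common dispersion of 0.0452.

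Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its defaults (minimum count 10, minimum total 15), which left 14004, and libraries were scaled by TMM. All 9 libraries entered a fit with glmQLFit on the 3 groups without covariates, and each pair of groups was compared by the two-sided glmQLFTest. Benjamini-Hochberg adjustment was made within each comparison over the tested genes. Standard errors of log2 fold changes were taken from the fit. CPM values used the TMM-scaled totals, with a prior count of 2 where they were put on the log2 scale. The comparisons were rhWnt3a against vehicle, rhWnt3a with OSMI against rhWnt3a, and rhWnt3a with OSMI against vehicle. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 0.5 in size: the fold threshold of the Methods, with the adjustment that the legend of Fig. 5A names.

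Lists of genes were tested with camera of limma 3.58.1 (inter-gene correlation 0.01, two-sided) on the same fit. The p of the list of core glycolytic enzymes is not adjusted, being a single list with 1 question per comparison, and the other lists were adjusted together over 24 pairs of list and comparison. Lists among the genes changed in both comparisons were tested by a one-sided Fisher exact test against all tested genes. The lists of glycolytic enzymes, osteoblast genes, targets of β-catenin, targets of hypoxia-inducible factor outside glycolysis, targets of ATF4 and of NRF2, cell-division, fat-cell and O-GlcNAc-cycle genes were written from general knowledge, and that of Fig. 5C from the paper, before the data were examined. Reactome pathways came from the mouse set in fgsea 1.28.0 (1457 pathways, with 6854 of 7111 genes matched). Of these, 813 were used, those with at least 10 tested genes and within an upper limit on size that left out the largest pathways. GO and KEGG annotation was not used here, and neither was GSEA, so the terms of Fig. 5B were approached through these lists.

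Genes reported by name are those the paper names for this experiment in the text and in Fig. 5C, further genes measured elsewhere in the paper (in the closing part only), and the 3 largest rises and falls of each of the 2 main comparisons among called genes with an average log2 CPM above 1 and no overlap between groups. Gpi1, Pfkl, Aldoc, Col2a1, Ucma and the members of other lists named as called were added after their values had been seen. Where a symbol belongs to 2 genes, the gene with more counts was taken. Other genes at least 97% identical to a transcript over 100 bases or more were searched for with BLAST 2.17.0 in GENCODE M21 transcripts.

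Replicates carry numbers in the sample titles, and this was the only source for pairing them. The numbers were used as a replicate block in an alternative fit, because the paper describes no pairing and the deviations of same-numbered libraries from their group means had a mean correlation of −0.12. Libraries were placed on 2 sides of the first axis of these deviations: vehicle replicate 3, rhWnt3a replicate 2 and OSMI replicates 1 and 2 on side A, the others on side B. Fold changes within a side are differences of mean log2 CPM.

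Alternatives chosen at the same time as these lists were DESeq2 size factors, no filter (27560 genes), at least 10 counts in every sample (12005 genes), fits of the 6 libraries of 2 groups, leaving out each library in turn, the replicate block, the Wald test of DESeq2 1.42.0 (default filtering, no shrinkage), calls on unadjusted p, no fold threshold or a log2 threshold of 1, the Wald test with unadjusted p, the heatmap genes or Reactome Glycolysis as list, an estimated inter-gene correlation, and limma on log2 FPKM with 1 or 0.1 added. Chosen later were a correction of each library for gene length and GC content by natural splines with 4 degrees of freedom (splines 4.3.3), this correction with the replicate block, DESeq2 on 6 libraries without filter and with unadjusted p, and the heatmap genes with unadjusted p. Length and GC could be assigned to 99.9% of tested genes.

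The code was tested on simulated data with the dimensions of this study: 94.5% of 200 genes made to change were called. Of the 13732 genes tested, 8 others were called, and none was called where nothing had been changed. DESeq2 recovered 98.0% of the same genes. The simulated changes were large (median log2 fold change 1.99 in size) and no library was made to lie apart. These rates therefore do not carry over to smaller changes or to the spread of these libraries. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 and plots with matplotlib 3.10.9. Sources were the paper with its legends, the sample descriptions, the deposited table, GENCODE M21 and the Reactome set.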

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

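The tests of other splits of the libraries for counts of genes, and those of hypoxia-inducible factor, NRF2 and ATF4 targets, were chosen before the results were seen. The tests of the lists themselves, the replicate block and the fits that each left out a library were also set earlier. All other tests here were chosen only afterwards. Among them are those on the cartilage genes, on length and GC, on matched random lists and on members of the β-catenin list. The use of the fits that left out a library as a test of single libraries also came afterwards.

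The paper does not report the sequencing comparison of rhWnt3a with OSMI against vehicle. In the counts it changed more genes than either step alone: 1986, of which 678 were higher and 1308 lower, and 3186 at an unadjusted p. The 3 libraries of each group did not overlap for 38.8% of tested genes, against 10% by chance. Leaving out each library in turn gave 1218 to 2328 genes, the replicate block 1297 (mean correlation of same-numbered deviations −0.31), and the correction for gene length and GC 2426, with 46.5% of them higher in place of 34.1%. Summed counts of the 2 groups overlapped, and the most counted gene, Fn1, held 1.39% to 4.22% of each library, so neither depth nor a few abundant genes set these groups apart. Of the 4 splits of the 6 libraries that part each same-numbered pair, only 1, the real one, gave as many genes. Other splits gave 0 genes at an adjusted p and up to 1324 at an unadjusted p, against 1728 and 3170 from the real split in the same fits of 6 libraries. Because 3 libraries against 3 cannot give a share under 0.1 whatever the data, this test by its size alone does not tell the count apart from a chance assignment of libraries. How it divides between the 2 sides of the axis that parts the replicates was not computed. Each side holds a single library of 1 of the 2 groups. The comparison also holds the effect of rhWnt3a, which alone changed 1230 genes, 993 of them not called when OSMI was added. Part of the 1986 may therefore be changes by rhWnt3a that OSMI left in place, and how many was not computed. For the rest, a candidate explanation is that OSMI moved the cells to a state other than that of vehicle. Without a group given OSMI alone, its own effect was not separable from its effect on the answer to rhWnt3a.

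A list of β-catenin targets, outside the genes discussed for this experiment, stayed above vehicle when OSMI was present (mean log2 difference 1.00, 11 of 13 genes higher, camera adjusted p = 8.23e-04, list mean higher in 3 of 3 libraries than in any vehicle library). Over all alternatives the mean ran from 0.22 to 1.15 and the adjusted p from 5.69e-05 to 0.459, the weakest value coming from genes with at least 10 counts in every sample, a filter that takes out targets near 0 in vehicle. After correction for gene length and GC the mean was 1.08, and the list stayed past the threshold in 9 of 9 fits that each left out a library, so that a single library does not account for it. Its median of 0.78 lay at percentile 100.0 of 10000 random lists matched on expression, length and GC. Without Tnfrsf19, Axin2 and Tcf7, which rose most with rhWnt3a, the mean of the other 10 was 0.34. Leaving out genes for their rise over the same vehicle libraries had to lower the mean, so this value does not tell whether the others were raised. Axin2 alone was 4.55 above vehicle (adjusted p = 4.78e-05, between 2.40e-30 and 7.69e-04 over alternatives, higher in 3 of 3 libraries). Single strongly induced targets may set much of the size of the mean.

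NRF2 targets rose when OSMI was added to rhWnt3a (mean 0.77, 9 of 10 genes higher, camera adjusted p = 9.93e-08, list mean higher in 3 of 3 libraries than in any rhWnt3a library). The mean stayed between 0.70 and 0.93 in all alternatives, while the adjusted p ran from 3.34e-15 to 0.207, the last with the correlation between genes estimated from the libraries. Among 10000 random lists matched on expression, length and GC it lay at percentile 100.0. The called members were Gclc, Gclm, Hmox1, Osgin1 and Srxn1. Targets of ATF4, tested as another stress response, did not move (mean 0.036, 9 of 16 higher). An oxidative stress response to OSMI is a candidate explanation for part of the genes it changed. Whether it comes from loss of O-GlcNAc or from the compound itself has no test in this design, and the count of genes changed by OSMI shares the limit on splits given above.

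Targets of hypoxia-inducible factor outside glycolysis fell with OSMI (mean −0.69, 14 of 17 genes lower, camera adjusted p = 9.93e-08, list mean lower in 3 of 3 libraries) after rising with rhWnt3a (0.37, 14 of 17 higher, adjusted p = 6.58e-04, higher in 3 of 3 libraries). For the fall, alternatives gave −0.70 to −0.50 and an adjusted p from 6.21e-11 to 0.156; for the rise, 0.31 to 0.49 and 1.22e-05 to 0.220. Within the 2 sides of the axis parting the replicates the means were 0.16 and 0.48 with rhWnt3a and −0.62 and −0.76 with OSMI. Glycolytic enzymes are themselves targets of this factor, so a change in its activity, for example through cell density or oxygen use, may account for their course, and the test left this explanation standing. It does not separate such a change from an action of O-GlcNAc on the factor.

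Cartilage genes fell with rhWnt3a. Cnmd was named by the rule for the largest changes (−8.39, adjusted p = 1.31e-05, lower in 3 of 3 libraries, with 2089 to 2147 counts against 0 to 11), and Col2a1 (−3.40, adjusted p = 1.17e-05, lower in 3 of 3) and Ucma (−8.02 in the fit, at least 97.4-fold lower, adjusted p = 1.64e-05, lower in 3 of 3) were chosen after their values were seen. Over alternatives the largest adjusted p of any of them was 4.13e-04. The smallest fall after correction for gene length and GC was −3.31, all kept their calls in 9 of 9 fits that left out a library, and 0 genes carry near-identical sequence. They stayed low with OSMI (−7.91 for Cnmd and −4.00 for Col2a1 against vehicle, and at least 98.2-fold lower for Ucma). A loss of cartilage-like expression under rhWnt3a is a hypothesis, and whether the cultures differed in the kinds of cells they held was not tested.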

How the results depend on the processing

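Corrections for gene length and GC, DESeq2 on 6 libraries without a filter and with unadjusted p, and the heatmap genes with unadjusted p were tried only after the results were seen. All other alternatives were set earlier. Both directions of Pdk1 kept their side of the threshold in each of the 19 alternatives (log2 fold change 0.90 to 1.19 and −1.34 to −0.98), and the fall of the glycolysis list with OSMI kept its own in 19 (−0.62 to −0.18).

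Without a filter on low counts, OSMI changed 1481 genes (664 with the filter) and 405 were changed in both comparisons (237), the mean of the glycolysis list with rhWnt3a turned to −0.088, and that of the O-GlcNAc cycle list with OSMI to 0.13 (−0.10 with the filter). Genes with at least 10 counts in every sample turned the fat-cell list with OSMI from 0.10 to −0.025. Fits of the 6 samples of 2 groups gave 345 genes with OSMI, 152 in both, and −0.031 for the fat-cell list. The replicate block gave 809, 233 and 1297 genes for the comparisons in order of rhWnt3a against vehicle, OSMI added to rhWnt3a, and both against vehicle, 101 in both (1230, 664, 1986 and 237 without it), and an odds ratio of 7.31 for glycolysis genes among them (10.4 without it). DESeq2's Wald test gave 1289 genes with OSMI and 400 in both. Calls on unadjusted p gave 2155, 2271, 3186 and 742 genes, and the Wald test with unadjusted p 2185, 2431, 3282 and 784. A log2 threshold of 1 gave 796, 380, 1118 and 129 genes, with an odds ratio of 0. With the correlation between genes estimated from the libraries, 0 of 24 other pairs of list and comparison passed an adjusted p of 0.05 and 6 an unadjusted one (12 passed when adjusted at 0.01), and the glycolysis list with rhWnt3a, at 0.14, no longer passed. The replicate block with the correction for gene length and GC gave 1194, 549 and 1943 genes, 217 in both and an odds ratio of 7.11 (Fisher exact p = 0.0378). The correction alone gave 1042 genes with OSMI, 45.4% of them higher in place of 35.7%, and 381 in both, and turned Pfkp with OSMI from 0.21 to −0.0039. DESeq2 on 6 libraries without filter and with unadjusted p gave 2431, 2460, 3459 and 801 genes. The cause was not tested for any of these.

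Leaving out each of the 9 libraries in turn gave 716 to 1506 genes with rhWnt3a, 203 to 764 with OSMI, 1218 to 2328 for both against vehicle, and 82 to 285 changed in both, with odds ratios of 0 to 13.5 for glycolysis genes. It moved across 0 the ATF4 list (−0.075 to 0.18 with rhWnt3a, −0.0025 to 0.12 with OSMI, −0.020 to 0.22 against vehicle), the NRF2 list with rhWnt3a (−0.15 to 0.066), Pfkfb4 (−0.29 to 0.0018) and Eno3 (−0.45 to 0.0017) with rhWnt3a, and with OSMI Ppp1r1b (−0.018 to 4.07), Cnmd (−0.081 to 1.17), Gapdh (−0.49 to 0.96), Hk2 (−0.20 to 0.042), Pgm1 (−0.30 to 0.020) and Tyrp1 (−1.87 to 2.65). The cause was not tested.

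Among 112 other results, 49 kept direction and side of the threshold in every alternative. Of their 2053 values, 177 changed: 103 fell short of the threshold, 49 newly passed it, 17 changed sign and 8 counts moved. Depth limits genes at 3 counts or fewer in a group, whose folds are lower bounds, and Sp7 and Ibsp, at 3 counts or fewer in every library, were not detectable at this depth. Limma on log2 FPKM was run for single genes, and the Wald test was not run for lists, which need the edgeR fit. Anxa8, Axin2, Cep55, Cnmd, Lrrc17, Pfkfb1, Ppp1r1b, Tnfrsf19, Tnfsf15, Tyrp1 and Ucma gave no value where at least 10 counts were asked of every sample.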

Differences from the paper's values

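The paper's text gives 802 genes that responded to both rhWnt3a and the addition of OSMI. The counts gave 237. Of the alternatives set before the data were examined, unadjusted p (742) and DESeq2's Wald test with unadjusted p (784) came within 1.5 times the paper's value, whereas DESeq2 size factors, both filters, fits of 6 samples, each library left out, the replicate block, the Wald test with adjusted p, no fold threshold and a log2 threshold of 1 did not. DESeq2 on the 6 libraries of each comparison without filter and with unadjusted p, chosen after seeing the values, gave 801. The authors' deposited table gives 801 on unadjusted p, 802 by symbol, and 341 on adjusted p. The paper's 802 thus matches calls on unadjusted p.

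For genes changed with rhWnt3a only, the paper shows about 1600 in Fig. 5A, read by eye, against 993 from the counts. No filter (1147), leaving out OSMI replicate 3 (1221), the Wald test (1147), unadjusted p (1413) and the Wald test with unadjusted p (1401) came within 1.5 times, and the other alternatives set before the data were examined did not. For genes changed by the addition of OSMI only, the paper shows about 1700 in Fig. 5A, read by eye, against 427. Unadjusted p (1529) and the Wald test with unadjusted p (1647) came within 1.5 times, and no other alternative set before the data were examined did.

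The paper describes Pdk1, Eno1, Ldha and Pgk1 as raised, with the increase lost when OSMI was added. Eno1 passed the threshold in neither step (0.60, adjusted p = 0.126, higher in 3 of 3 libraries, range over alternatives 0.0373 to 0.344; −0.83, adjusted p = 0.0527, lower in 3 of 3, range 0.00152 to 0.150), and Ldha did not in the rise (0.82, adjusted p = 0.0732, higher in 3 of 3, range 0.00719 to 0.235). The rise of Eno1 was called by the Wald test (0.0373) and without OSMI replicate 3 (0.0394). Its fall was called with DESeq2 size factors (0.0471), no filter (0.00697), at least 10 counts in every sample (0.0477), the Wald test (0.00152) and without vehicle replicate 3 (0.0443). The rise of Ldha was called by the Wald test (0.0134), with no filter (0.00719), in fits of 6 samples (0.0401), without vehicle replicate 3 (0.0456), without OSMI replicate 3 (0.0189), and with the correction for gene length and GC (0.0237), the last chosen after seeing the values. Unadjusted p called all 4 genes in both steps.

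The paper describes ossification as enriched among the genes changed in both. Of 10 osteoblast genes 0 were changed in both, 1 at unadjusted p. Since 1.69% of all tested genes were changed in both, so short a list cannot decide against the enrichment that the paper describes. The list passed 0.05 with the correction for gene length and GC (2 of 10 genes, Fisher exact p = 0.0288) and in DESeq2 on 6 libraries without filter and with unadjusted p (3 of 15 genes, Fisher exact p = 0.0120), both chosen after seeing the values. The paper also describes glycolysis as enriched. As single lists the core enzymes and the Reactome Glycolysis pathway both were (odds ratio 10.4, one-sided Fisher exact p = 0.00441, and 8.39, p = 0.00745). For the core enzymes the Wald test gave 14.8 (Fisher exact p = 1.44e-05). DESeq2 on 6 libraries without filter and with unadjusted p gave 16.0 (Fisher exact p = 2.16e-06). The replicate block gave 7.31 (Fisher exact p = 0.135), and 7.11 (Fisher exact p = 0.0378) with the correction for gene length and GC added. A log2 threshold of 1 gave 0. Of 25 alternatives, other lists included, 16 passed 0.05, among them 2 of the 9 that each left out a library. After adjustment over 813 pathways Reactome Glycolysis did not pass (3 of 24 genes, Fisher exact adjusted p = 0.288 on adjusted calls and 0.146 on unadjusted ones).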

Other observations

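The tests of splits for counts of genes, of shared rhWnt3a libraries and of β-catenin output were chosen before the results were seen. So were those of Ogt and Oga mRNA and of the lists themselves. All other tests in this part were chosen only after.

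In each group 1 library lay apart from the other 2. The pairs lying close had a chi-square per gene of 3.01 to 7.62, already above the value near 1 of counting error alone, and pairs with the library apart reached 75.1 to 92.0. Removing the trend with gene length and GC took away at least 9.49% of the distance, and at most 19.5%, so this bias does not carry most of it. A batch shared by equal replicate numbers is not the source either, since the libraries apart carry numbers 3, 2 and 3 and the deviations of same-numbered libraries had a mean correlation of −0.12. A single source of variation common to the groups is consistent with the correlations between the libraries apart (0.67, −0.41 and −0.48, the smallest being 0.41 in size). Ribosomal-protein genes held 5.65% of counts in rhWnt3a replicate 2 and 0.862% in OSMI replicate 3, against 2.70% to 3.65% elsewhere. No biological explanation was tested.

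Chance assignment of libraries to groups was tested by other splits. For genes changed with rhWnt3a and for genes changed by adding OSMI, 1 of the 4 splits that part each same-numbered pair, the real one, gave as many (1218 and 345 in fits of 6 libraries), with 0 genes from the others at an adjusted p and up to 962 and 834 at an unadjusted p over all 10 splits. The mean of the glycolysis list was as large in 2 of these 4 splits for rhWnt3a and in 1 of 4 for OSMI. Splits so few cannot give a share under 0.1 whatever the data, so that by their number alone they do not tell these results apart from chance. When group names were exchanged within replicate numbers, 6 of 100 relabellings, drawn from 108, gave at least as many genes changed in both as the real one. All 6 kept a real group whole in the place of the group shared by both comparisons, and of the 100 relabellings only the 11 that did so gave any gene changed in both. Their share therefore does not point to chance as the source of the count. An odds ratio as large for glycolysis genes came from 1 of 100, the real one, but 89 relabellings had no gene changed in both and could not have matched it.

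Fold changes of the 2 steps were negatively correlated across genes (r = −0.24), as they would be from noise in the rhWnt3a libraries that both use. With different rhWnt3a libraries for each step, the mean over 6 ways was −0.11 and the range −0.26 to 0.080. In simulated data without any effect, the correlation was −0.50 with shared libraries and −0.0047 with different ones. Part of the reversal by OSMI may come from the shared libraries, and how much cannot be told.

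For the rise and fall of the glycolysis list, correction for gene length and GC left means of 0.20 with rhWnt3a and −0.34 with OSMI, so the directions did not depend on the trend it takes out. Within the sides of the axis parting the replicates 4 of 4 means had the direction of the pattern, but 3 of them have a single library in at least 1 group, so uneven sides are not ruled out. Among random lists matched on expression, length and GC, the mean rise with rhWnt3a lay at percentile 92.0 and the fall at 0.22, while the median rise lay at 100.0. Genes of similar expression could therefore rise as much in the mean, though not in the median. With 1 library of each group left out, the list rose and then fell in 24 of 27 combinations (means −0.011 to 0.24, then −0.69 to −0.19), so the mean rise may depend on single libraries. Its medians stayed between 0.35 and 0.64 and between −0.70 and −0.45.

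A lower output of β-catenin with OSMI is a candidate explanation for part of its effect: the 6 targets raised by rhWnt3a (mean 3.06) fell by 0.98 in the mean when OSMI was added, each of them lower, and targets chosen with 1 rhWnt3a library (log2 rise above 1) had means of −1.14 to −1.03 against the other 2. The 6 targets stayed 2.08 above vehicle. They were chosen for their rise, and the whole list did not pass the threshold with OSMI (mean −0.53, 9 of 13 genes lower, adjusted p = 0.0736, range over alternatives 2.78e-04 to 0.851, list mean lower in 2 of 3 libraries than in any rhWnt3a library), nor did Axin2 (−0.51, adjusted p = 0.280, range 0.139 to 0.534). Cells lacking O-GlcNAc might raise Ogt mRNA and lower that of Oga. With OSMI, Ogt was higher by 0.18 (adjusted p = 0.544, range 0.413 to 0.832, not separated between groups) and stood 0.64 above vehicle (adjusted p = 0.0348, range 0.00595 to 0.0968, higher in 3 of 3 libraries). With rhWnt3a alone Ogt was already 0.46 above vehicle (edgeR adjusted p = 0.165). Oga was not lowered (0.56, adjusted p = 0.0661, range 0.00629 to 0.187, higher in 3 of 3 libraries). It stood 0.90 above vehicle (edgeR adjusted p = 0.00356, called in 19 of 19 alternatives). The fall of Oga thus did not appear, and the rise of Ogt on adding OSMI did not pass the threshold.

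Cell-division genes fell with rhWnt3a (mean −1.20, 20 of 20 genes, adjusted p = 5.86e-09, range over alternatives 2.53e-17 to 0.231, lower in 3 of 3 libraries) and rose with OSMI (1.39, 20 of 20 genes, adjusted p = 3.47e-16, range 2.25e-37 to 0.156, higher in 3 of 3). Osteoblast genes fell with OSMI (mean −0.54, adjusted p = 0.00307, range 1.62e-06 to 0.207, lower in 3 of 3) and had not risen with rhWnt3a (−0.47, adjusted p = 0.102, range 0.0424 to 0.427, lower in 3 of 3). Fat-cell genes fell with rhWnt3a (−1.35, adjusted p = 5.66e-05, range 1.33e-05 to 0.110, lower in 3 of 3). Of genes measured elsewhere in the paper, Runx2 (0.12 and 0.44), Pfkm (−0.21 and −0.16), Pfkp (−0.066 and 0.21, the latter turning to −0.0039 after the length and GC correction), Gfpt1 (0.25 and −0.35) and Ctnnb1 (−0.074 and −0.27) passed the threshold in neither step.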
